# Transcriptional Response of Rice Mesocotyl Elongation to Sowing Depth and Identification of Key Regulatory Factors

**DOI:** 10.3390/genes17040382

**Published:** 2026-03-27

**Authors:** Ya Wang, Dong Liu, Mengjuan Ma, Ming Li, Jing Fu, Fengjiang Yu, Qiulin Li, Yuetao Wang, Fuhua Wang, Liyu Huang, Haiqing Yin

**Keywords:** rice, mesocotyl, transcriptome analysis, key gene

## Abstract

Background/Objectives: Having longer mesocotyls is beneficial for the deep-sowing tolerance of rice, which is important for seedling establishment. Methods: Here, we performed transcriptome analysis of the elongating mesocotyl of Zhengdao 209 in response to three different sowing depths to identify the pivotal genes regulating rice mesocotyl elongation. Results: Three groups with different mesocotyl lengths were compared using transcriptome analysis, and 60 common differentially expressed genes were detected. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes enrichment analyses revealed that these genes are primarily involved in phenylpropanoid biosynthesis, cutin suberine and wax biosynthesis, the plant mitogen-activated protein kinase signaling pathway, diterpenoid biosynthesis, cyanoamino acid metabolism, carbon fixation in photosynthetic organisms, flavonoid biosynthesis, and glutathione metabolism. Furthermore, weighted gene co-expression network and hierarchical clustering analyses showed that most of the differentially expressed genes are implicated in phenylpropanoid biosynthesis, carbon metabolism, photosynthesis antenna proteins, and plant–pathogen interactions. Among the genes involved in phenylpropanoid biosynthesis processes, the expression levels of *OsPHT3* and *LOC_Os04g59260* increased, while *OsCCR1*, *OsPGIP4*, and *LOC_Os01g45110* expression decreased with increasing sowing depth. Among the genes involved in the mitogen-activated protein kinase signaling pathway, the expression levels of *LOC_Os07g03319* and *LOC_Os07g03580* increased, while *LOC_Os07g03409* decreased with increasing sowing depth. Among the genes involved in diterpenoid biosynthesis processes, the expression levels of *OsCYP76M5* and *OsCYP71Z2* decreased, while *OsCYP71Z21* increased with increasing sowing depth. Furthermore, the expression levels of these genes were analyzed using quantitative real-time polymerase chain reaction, which confirmed the transcriptome analysis results. Conclusions: This study identified candidate genes governing rice mesocotyl length and provides novel insights into the molecular regulatory mechanisms underlying mesocotyl elongation in rice.

## 1. Introduction

Rice (*Oryza sativa* L.) is one of the most important food crops in the world, supporting approximately 56% of the global population [1]. Therefore, stabilizing rice-planting areas and grain yield is crucial for national food security in China. Rice cultivation mainly consists of two methods: seedling transplantation and direct seeding. With environmental changes and technological advancements, direct seeding has been expanded in an increasing number of regions due to its lower water consumption and labor input [1,2]. However, in practical production, direct rice seeding, particularly dry direct seeding, faces a range of challenges, including low emergence rates, uneven seedling emergence, and poor growth vigor with most modern rice varieties under deep-sowing conditions caused by agronomic problems such as non-leveled land [3]. Adequate seedling establishment is critical for high and stable yields of direct-seeded rice; thus, delayed emergence and poor seedling establishment are major restricting factors in the large-scale promotion and application of direct-seeded rice [4].

The rice mesocotyl is defined as the embryonic tissue located between the coleoptilar node and the basal part of the seminal root in young seedlings [5]. Mesocotyl elongation is the primary dynamic contributing to pushing the shoot tip above the soil surface during germination, and a significant positive correlation has been demonstrated between rice soil-penetrating emergence (deep-sowing tolerance) capacity and mesocotyl length (ML) [3]. Varieties with long mesocotyl can be used to improve rice seedling emergence rates under deep sowing conditions. Thus, ML has been proposed as a pivotal trait for dry direct-seeding rice production.

Mesocotyl elongation in rice is a complex trait regulated by genetic factors and environmental conditions. Regarding environmental factors, mesocotyl elongation is influenced by light, temperature, soil conditions, and plant hormones [6]. For instance, ethylene (ET), gibberellin (GA), brassinosteroids (BRs), jasmonic acid (JA), and strigolactones (SLs) have been shown to be involved in the regulation of rice mesocotyl elongation and seedling emergence from the soil [7,8,9,10,11,12]. GA promotes cell elongation by altering the orientation of cell microtubules and enhancing pectin methylesterification [11,13,14]. It has been demonstrated that an increase in covering depth induces the production of ethylene, which activates GA synthesis-related genes (e.g., *SD1*) through transcription factors such as *OsEIL1*, thereby promoting mesocotyl elongation [15]. Auxin (IAA) predominantly regulates the activity of cell wall-loosening enzymes, thereby maintaining the cell wall in a sustained relaxed state, and promotes mesocotyl elongation through cell growth [6]. BRs promote rice mesocotyl elongation, primarily by enhancing cell division, while JA and SLs inhibit mesocotyl elongation [7,8].

Regarding genetic factors, more than 60 quantitative trait loci (QTLs) involved in regulating mesocotyl length have been identified. Only six genes, namely, *GY1*, *OsGSK2*, *OsSMAX1*, *OsPAO5*, and *SD1*, have been cloned and validated; all of them are directly or indirectly involved in plant hormone signaling pathways that regulate mesocotyl elongation. Xiong et al. (2017) cloned the mesocotyl elongation gene *GY1*, which acts on *OsEIN2*-mediated ethylene signal transduction to suppress the expression of JA biosynthesis-related genes, thereby regulating mesocotyl elongation [7]. *OsGSK2* regulates mesocotyl elongation by coordinating SL and BR signaling to promote or inhibit the phosphorylation of cyclin *CYCU2* [8]. *OsSMAX1* regulates mesocotyl elongation through the synergistic action of the karrikin and SL signaling pathways [9]. As a negative regulator of *OsSMAX1*, *OsD14L* has also been demonstrated to modulate mesocotyl elongation, with its knockout mutant exhibiting a dramatically elongated mesocotyl phenotype, further highlighting the critical role of the karrikin/SL signaling module in controlling this trait [16]. *OsPAO5* functions as a negative regulator of mesocotyl elongation. Compared with the wild type, the *OsPAO5* knockout mutant exhibits longer mesocotyls and higher ethylene production [10]. The *SD1* gene (the “Green Revolution” gene) activates GA synthesis via ethylene signaling under soil cover stress, thereby indirectly promoting mesocotyl elongation [15]. The superior haplotypes of *SD1*, *GY1*, *OsGSK2*, *OsPAO5*, and *OsSMAX1* exhibit significant additive effects in the tropical (TROP) and temperate (TEMP) *japonica* rice subgroups, which are the two widely recognized ecotype subgroups of *japonica* rice [17]. These genetic variations can be applied in molecular marker-assisted selection breeding to cultivate germplasm with long mesocotyls that can be used with dry direct-seeding technology.

In addition, the phenylpropanoid biosynthesis pathway, particularly its lignin biosynthesis branch, is a well-characterized regulator of cell wall mechanical properties via lignin deposition and plays a critical role in modulating maize mesocotyl elongation under deep-seeding stress [18,19,20]. As a conserved signal transduction module and core hub for integrating environmental and hormonal signals [21,22,23,24,25], the Mitogen-Activated Protein Kinase (MAPK) cascade modulates mesocotyl elongation through extensive crosstalk with multiple hormone pathways, as evidenced by its direct phosphorylation of key hormone signaling regulators [26,27,28]. Diterpenoid biosynthesis, relying on the plastidial 2-C-methyl-D-erythritol 4-phosphate (MEP) and cytoplasmic mevalonate (MVA) pathways that produce the universal precursor geranylgeranyl pyrophosphate (GGPP), modulates mesocotyl elongation predominantly via its core GA biosynthesis branch, with deep-sowing-induced dark conditions promoting bioactive GA synthesis by upregulating mesocotyl MEP pathway genes to boost the precursor supply [29,30,31,32]. Despite the well-documented significance of the established roles of phytohormone signaling, a limited set of cloned regulatory genes, and the functional relevance of the phenylpropanoid biosynthesis, MAPK signaling, and diterpenoid biosynthesis pathways in mesocotyl elongation across cereal crops, and the dynamic transcriptomic signatures and core regulatory genes of these three pathways that govern rice mesocotyl elongation in response to gradient sowing depths remain largely uncharacterized.

The present study demonstrated that the ML and mesocotyl cell length of rice cultivar Zhengdao 209 increased with increasing sowing depth. To determine the key pathways and genes affecting rice ML under deep-seeding conditions, the transcriptomic changes in Zhengdao 209 under three sowing depths (3, 5, and 7 cm) were analyzed using RNA sequencing (RNA-seq). According to the results of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses combined with weighted gene co-expression network analysis (WGCNA) and hierarchical clustering analysis (HCA), phenylpropanoid biosynthesis processes, the mitogen-activated protein kinase (MAPK) signaling pathway, and diterpenoid biosynthesis processes were selected for further study to identify the key regulators promoting ML. The objective of this study was to comprehend the molecular basis underlying the regulation of mesocotyl elongation by covering depth, with the aim of identifying genes associated with mesocotyl elongation and deep-sowing tolerance for genetic improvement. This study contributes to a more comprehensive understanding of the potential mechanisms that underpin deep-seeding tolerance in rice.

## 2. Materials and Methods

### 2.1. Plant Materials and Growth Conditions

The test material used in this study was Zhengdao 209, a *japonica* rice variety bred by the Institute of Food Crops, Henan Academy of Agricultural Sciences. The seeds were pre-processed as described by Liu et al. (2025) [33]. Zhengdao 209 seeds were treated at 45 °C for 48 h to break seed dormancy, then disinfected with a sodium hypochlorite solution, rinsed three times with sterile water, and soaked in water for 48 h. The rice seedlings were sown in soil contained in plastic trays with dimensions of 440 mm (length) × 330 mm (width) × 170 mm (height) in a growth chamber with 16 h light/8 h dark cycle at 28 °C at the Henan Academy of Agricultural Sciences (Zhengzhou, Henan, China). The soil was paddy soil, with a pH of 6.04, organic matter content of 21.21 g/kg, total nitrogen content of 1.27 g/kg, total phosphorus content of 0.88 g/kg, total potassium content of 18.4 g/kg, alkaline-hydrolyzable nitrogen content of 119.52 mg/kg, available phosphorus content of 55.24 mg/kg, and available potassium content of 187.08 mg/kg. Three sowing depths (3, 5, and 7 cm) were established, with the 3 cm depth serving as the control treatment. Each plastic tray was equally divided into three independent parts (330 mm × 120 mm), each of which was assigned to one of the three sowing depths. 24 viable seeds were sown in each part with a plant and row spacing of approximately 36 mm × 30 mm, and three independent plastic trays were set as biological replicates for the assay (Supplementary Figure S1).

### 2.2. Measurement of ML

To measure the ML of Zhengdao 209, the rice seeds were sown at depths of 3, 5, and 7 cm in soil contained within plastic trays. Eight days later, each rice seedling was carefully excavated and washed, and the ML was measured with a ruler. The experiment was carried out with three biological replicates. For each replicate, at least 6 rice seedlings were measured.

### 2.3. Cytological Observation of Rice Mesocotyl

Eight-day-old rice seedlings were used for measuring the length of the mesocotyl cells. For each seedling, a longitudinal section was made manually from the middle part of the mesocotyl. Then, the sections were observed and photographed with a microscope (E100; Nikon, Tokyo, Japan).

### 2.4. RNA Extraction

Five representative plants with uniform growth were collected from each of the three independent pots to generate three independent biological replicates at three sowing depths, and the total RNA for the RNA-Seq and quantitative real-time polymerase chain reaction (qRT-PCR) assays was separately isolated from the 8-day-old rice mesocotyl using the TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA). Additionally, the quality of the RNA was assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.5. Library Construction, Sequencing, and Sequence Analysis

Random oligonucleotides and SuperScript II were used to synthesize the first-strand cDNA. RNA sequencing was performed using the Illumina NovaSeq 6000 platform (Shanghai Personal Biotechnology Co. Ltd., Shanghai, China). The sequenced RNA data were then transformed by the software in the sequencing platform, and the raw data were generated. The raw data were filtered using the Cutadapt (v1.15) software to obtain clean and high-quality sequence data for further analysis.

### 2.6. Bioinformatics Analysis

The reference genome (IRGSP-1.0) and gene annotation files were downloaded from the Genome website (https://rapdb.dna.affrc.go.jp/). HISAT2 v2.0.5 was used to map the clean data to the reference genome, and HTSeq (v0.9.1) was used to compare the read count values for each gene with its original expression level. Gene expression levels were then standardized by fragments per kilobase per million reads (FPKM). The R package pheatmap (v1.0.8) was used to perform clustering analysis of the genes in the different samples.

We mapped all the genes to terms in the GO database and calculated the number of the differentially expressed genes (DEGs) for each term. In addition, we used the clusterProfiler (v3.4.4) software to conduct KEGG pathway enrichment analysis. Transcription factors and their families were predicted using PlantTFDB (v5.0) (http://planttfdb.gao-lab.org/).

### 2.7. qRT-PCR Assays

About 2 µg of total RNA was reverse transcribed into cDNA using a reverse transcriptase kit (TaKaRa, Shiga, Japan). qRT-PCR was then performed using SYBR Premix Ex Taq (TaKaRa, Shiga, Japan) on a LightCycler^®^96p (Roche, Basel, Switzerland). *OsACTIN* (*LOC_Os03g50885*) was used as an internal control. The experiments were performed with three biological replicates. The relative expression levels of all target genes under the different conditions were calculated using the 2^−ΔΔCT^ method, as described by Wang et al. (2012) [34]. All the primers used for the qRT-PCR are listed in Supplementary Table S11.

### 2.8. WGCNA Assays

Weighted gene co-expression network analysis was performed using the R package “WGCNA” (v1.72-5) to identify gene modules associated with rice mesocotyl elongation, following the standard workflow with minor optimizations. First, the cleaned transcriptome data (after removing genes with low expression (an average FPKM < 1) from all samples) were used to construct the co-expression network. A soft threshold power (β = 8) was selected based on the criterion of approximate scale-free topology (R^2^ > 0.85), transforming the pairwise gene expression correlations into weighted adjacencies. Gene modules were then identified using the dynamic tree cutting algorithm with the following parameters: minimum module size = 30, cut height = 0.25, and mergeCutHeight = 0.25. Modules exhibiting high similarity (Pearson correlation coefficient (r) > 0.75 between module eigengenes (MEs)) were then merged to eliminate redundancy. To link modules to the target trait (ML), the correlation between each ME and ML was calculated. Modules with |r| > 0.8 and < 0.01 were defined as “ML-associated key modules”. Hub genes in key modules were screened based on two criteria: gene significance (GS, the absolute correlation between gene expression and ML) greater than 0.7, and module membership (MM, the absolute correlation between gene expression and ME) greater than 0.8. The biological roles of the key modules were determined via GO and KEGG enrichment analyses using the “clusterProfiler” package (v4.6-2).

### 2.9. HCA Assays

A hierarchical clustering analysis was performed using R software (v4.3.2) and the “stats” and “pheatmap” packages (v1.0.12) to characterize the expression patterns of the DEGs associated with rice mesocotyl elongation. First, the expression values (FPKM) of the DEGs (genes with |log_2_fold change (FC)| > 1 and false discovery rate (FDR) < 0.05) were normalized using Z-score transformation (per gene) to eliminate differences in gene scale, thereby ensuring reliable clustering. HCA was then conducted based on the normalized expression matrix using two core parameters: (1) Euclidean distance, which is used to quantify the similarity between gene expression profiles, and (2) Ward.D2, which minimizes the within-cluster variance to ensure compact and distinct clusters. The clustering results were visualized as a heatmap, with the rows representing DEGs and the columns representing the samples (different sowing depths). Tree dendrograms were generated for the genes and samples to reflect the clustering relationships. A cut-off height of 0.6 on the gene dendrogram was used to delineate gene clusters, with a minimum cluster size of 30 genes, to avoid trivial groups. The functional homogeneity of each gene cluster was verified using GO/KEGG enrichment analyses with the “clusterProfiler” package (v4.6-2). Clusters with enriched terms related to cell elongation, cell wall modification, or hormone signaling were defined as “functionally relevant clusters” for subsequent analysis.

### 2.10. Statistical Analyses

The data were analyzed using IBM SPSS Statistics 21 (IBM Corp., Chicago, IL, USA, https://www.ibm.com/products/spsss-tatistics, accessed on 10 June 2025) and graphed with GraphPad Prism 7 (Systat Software, Richmond, CA, USA, https://www.graphpad.com/). Data were analyzed using independent Student’s *t*-tests at a significance level of * *p* < 0.05 and ** *p* < 0.01 vs. the control, as well as one-way ANOVA with Dunnett’s multiple comparison tests (*p* < 0.05). Values are presented as the means ± standard deviation of at least 3 biological replicates for each measurement.

## 3. Results

### 3.1. ML Varies with Different Sowing Depths

After an 8-day growth period in the growth chamber, the ML of the Zhengdao 209 seedlings sown at three different depths were measured. As shown in Figure 1, at the 3 cm sowing depth, the ML was short, ranging from 0.5 to 1.5 cm; at 5 cm, it ranged from 1.3 to 2.4 cm; and at 7 cm, it exceeded 2.5 cm, reaching a maximum length of 3.4 cm. The ML increased with sowing depth from 3 cm to 7 cm (Figure 1A,B). Significant differences in mesocotyl cell length were also observed, with the greatest mesocotyl cell length observed at a sowing depth of 7 cm, followed by 5 cm, while the shortest length was observed at 3 cm (Figure 1C,D). Overall, the ML and mesocotyl cell length varied in similar manners under the different sowing depth conditions.

### 3.2. Transcriptome Sequencing and Quality Control Analysis

To gain insights into the molecular mechanisms underlying the regulation of rice ML in response to deep sowing, we conducted transcriptome sequencing on Zhengdao 209 plants sown at depths of 3, 5, and 7 cm, with three biological replicates for each depth. 

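Mesocotyls of the japonica rice cultivar of the study were sequenced from seedlings sown at 3 cm (W3), 5 cm (W5) and 7 cm (W7), with n = 3 libraries per depth. The mesocotyl is the stem segment between the seed and the coleoptilar node, and its elongation carries the shoot through the soil. Seedlings were 8 days old, and the sample labels name 1 sequencing batch for all 9 libraries. The authors trimmed the reads with cutadapt, aligned them to the rice genome with HISAT2 and counted them per gene with HTSeq. The deposited table holds raw counts for 41178 features, with 34571796 to 40614869 counts per library. From these counts, genes with few counts were removed with filterByExpr of edgeR, libraries were scaled by TMM, and a quasi-likelihood model with 1 mean per depth was fitted to the remaining 29759 genes. Levels are given as CPM, the counts of a gene relative to all counts of its library, after TMM scaling, as mean ± SD over 3 libraries. Log2 fold changes (log2FC) compare the deeper with the shallower sowing, so that a positive value means a higher level at the greater depth. Adjusted p-values are Benjamini-Hochberg values of the edgeR test over all tested genes. Standard errors of log2FC were derived from that test, as the absolute log2FC divided by the square root of its F statistic. A gene was called a DEG at an adjusted p under 0.05 and an absolute log2FC above 1, the thresholds of the paper, and groups of genes were counted at an adjusted p under 0.05 alone. The median biological coefficient of variation between replicates was 0.117. In counts simulated with this spread, changed genes were drawn from those with an expected count of at least 100 per library. Of these, 99 of 100 with a true absolute log2FC of 1.5 were called between W3 and W5, as were 7 of 29095 unchanged genes. Detection of genes with fewer counts was not simulated.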

A total of nine cDNA libraries (W3_1–W3_3, W5_1–W5_3, and W7_1–W7_3) were constructed for transcriptome sequencing. The raw data ranged from 41.1 to 51.5 megabase pairs (Mbp) per library. After filtering the nine samples based on quality, clean data were obtained, which ranged in size from 21.5 to 25.6 Mbp per library. These reads were aligned to the rice reference genome with an average unique alignment rate of 97.34%. Additionally, the filtered RNA-seq data for all the samples exhibited Q30 ratios ranging from 93.78% to 94.87% (Supplementary Table S1). 

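The 9 libraries had similar depth, base quality and alignment. W3 libraries held 34571796 to 37822685 counts, with a median of 36350674. W5 libraries held 37745958 to 40614869, with a median of 38374450, and W7 libraries 36086523 to 37206030, with a median of 36506854. In the authors' deposited quality table, 94.76% to 95.46% of the reads of a library were mapped, with a mean of 95.12%. The column of clean reads in that table equals the number of read pairs, 21509711 to 25613917 per library, since its values times 2 give the total reads. The counts came to 1.58 to 1.61 per read pair. Features that the authors added to the annotation as new genes took 1.26% to 1.43% of the counts. The 20 most abundant genes took 5.1% to 5.4% of the counts in W3, 6.0% to 6.2% in W5 and 6.3% to 6.7% in W7. The GC content of the reads ranged from 50.54% to 51.96%, and the lowest and the highest value both came from W5.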

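Replicates of a sowing depth resembled each other more than libraries of different depths did. Pearson's r of log2(CPM + 1), taken across genes for each pair of libraries, ranged from 0.9922 to 0.9966 between replicates and from 0.9863 to 0.9921 between depths. The lowest value between replicates was that of W5 replicates 1 and 3. W3 was farther from W7 than W5 was, with r of 0.9863 to 0.9875 between W3 and W7 and 0.9902 to 0.9921 between W5 and W7. These values are correlations across genes within pairs of libraries, and genes are not independent replicates.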

Calculating r revealed strong correlations between biological replicates of rice samples across different sowing depths, meeting the requirements for replicate correlation (r > 0.97) (Figure 2A). 

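The 3 sowing depths separated on the first 2 principal components of log2 CPM. The first component held 32.7% of the variance and ordered the libraries by depth, with scores of 58.4 to 62.9 in W3, -18.7 to -10.4 in W5 and -45.7 to -43.9 in W7. The second component held 20.1% and set W5, at 39.5 to 52.8, apart from W3, at -16.8 to -10.9, and from W7, at -36.8 to -32.1. The third component held 11.5% and spread the W5 libraries, with scores of 49.9, 6.3 and -45.2 for replicates 1, 2 and 3. The reads of these libraries had GC contents of 51.96%, 51.35% and 50.54%. With the 500 most variable genes, the first 2 components held 31.5% and 20.2%.

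**Figure D1:**
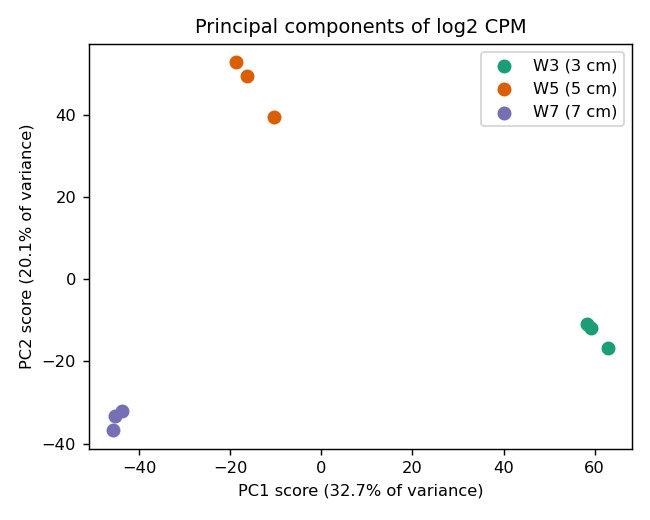
Scores of the 9 libraries on the first principal component (x axis, 32.7% of variance) and the second (y axis, 20.1%) of log2 CPM, without units. Each point is 1 library, coloured by sowing depth, and the 3 libraries of each depth lie together and apart from those of the other depths.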

Dimensionality reduction via principal component analysis (PCA) of the gene expression data revealed distinct clustering of samples from the different sowing depths (Figure 2B). These results indicated that the sequencing data were of a high enough quality to be used for further analysis. A total of 23,584 expressed genes (FPKM ≥ 1) were identified across the three sowing depth conditions (Supplementary Table S2). Of these, 21,352 genes were co-expressed across all three conditions (W3, W5, and W7), while 460, 306, and 358 genes were specifically expressed under the W3, W5, and W7 conditions, respectively (Figure 2C).

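Most expressed genes were detected at every sowing depth. A mean of at least 1 CPM was reached by 25520 genes at 1 or more depths and by 23539 genes at all 3. This level was reached only in W3 by 411 genes, only in W5 by 316 and only in W7 by 250. Os12g0247700, annotated to the apoplast, was at 11.4 ± 1.37 CPM in W3 and at 0.0658 ± 0.114 in W5 and 0.673 ± 0.228 in W7 (n = 3 each). Its log2FC from W3 to W5 was -7.31 (standard error 0.52, adjusted p = 6.72e-07 from edgeR). As its level in W5 was near 0, the size of this fold and its standard error are uncertain. Os10g0118200, annotated as an O-methyltransferase, was at 10.3 ± 0.714 CPM in W3, 1.12 ± 0.383 in W5 and 0.155 ± 0.201 in W7. At a level of 1 CPM in every replicate, 24595 genes were expressed at 1 or more depths and 22439 at all 3. Unlike FPKM, CPM takes no account of gene length.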

### 3.3. Identification of DEGs in Different Group Comparisons

We performed comparisons of the transcriptome profiles at the three sowing depths (W3 vs. W5, W3 vs. W7, and W5 vs. W7). Then, DESeq (v1.30.0) was used to analyze the difference in gene expression. Based on the criteria of |log_2_FC| > 1 and FDR < 0.05, we identified 1136 DEGs between W3 and W5, of which 782 were upregulated and 354 were downregulated; 1370 DEGs were identified between W3 and W7, of which 755 were upregulated and 615 were downregulated; and 601 DEGs were identified between W5 and W7, of which 199 were upregulated and 402 were downregulated (Figure 3A–C, Supplementary Table S3). Additionally, common 60 DEGs were detected between all comparisons (Figure 3D).

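Os05g0247800, a gene of the amino sugar pathway, rose between W3 and W5 from 3.88 ± 0.371 to 72.2 ± 12.5 CPM, and was at 11.5 ± 1.42 in W7 (n = 3 per depth). Os07g0218700, annotated as a monooxygenase of diterpenoid biosynthesis, rose from 1.08 ± 0.193 to 13.9 ± 1.39 CPM, a log2FC of 3.68 (standard error 0.18, adjusted p = 3.1e-08 from edgeR). Among DEGs of W3 and W7, Os11g0255300 and Os01g0907600, both annotated to the lysosome, had log2FC of -7.03 and -8.40. They were at 16.1 ± 0.821 and 10.5 ± 0.852 CPM in W3 and near 0 in W7 (0.119 ± 0.087 and 0.0279 ± 0.0482), so the size of these folds is uncertain. From W5 to W7, Os01g0947000, a gene of carbohydrate metabolism, fell from 85.7 ± 4.35 to 5.66 ± 0.384 CPM. Os11g0687100, which is in none of the deposited enriched terms, rose from 8.89 ± 0.558 to 61.4 ± 3.22 CPM between these depths. Between W3 and W5, 1458 genes were called, 973 upregulated and 485 downregulated. Between W3 and W7, 1809 genes were called, 956 upregulated and 853 downregulated. The comparison of W5 and W7 called 782 genes, 245 upregulated and 537 downregulated. With no threshold on the fold, 9133, 10726 and 3518 genes passed in the 3 comparisons, and a test against a log2 fold of 1 passed 258, 420 and 192. The calls shared 1083 genes with the 1136 DEGs that the authors' deposited table lists for W3 and W5, 1337 with the 1370 it lists for W3 and W7, and 578 with the 601 it lists for W5 and W7.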

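Genes called in all 3 comparisons numbered 93, and most of them were not ordered by depth. Os02g0113200, annotated as a monooxygenase, was at 10.8 ± 0.663 CPM in W3, 77.7 ± 4.35 in W5 and 35.7 ± 0.4 in W7 (n = 3 per depth). Os10g0334500, annotated to the apoplast, rose at each step, from 4.95 ± 0.729 to 15.0 ± 1.24 and 34.0 ± 2.62 CPM. Os04g0614500, a gene of alanine, aspartate and glutamate metabolism, fell at each step, from 17.7 ± 0.778 to 8.20 ± 0.525 and 0.441 ± 0.225 CPM. Of the 93 genes, 8 rose and 23 fell at both steps. In 41 others W5 was above W3 and W7 below W3, in 14 W5 was highest with W7 above W3, and in 7 W5 was lowest with W7 below W3. By the deposited KEGG terms, 7 of the 93 belonged to amino sugar and nucleotide sugar metabolism, 6 to plant-pathogen interaction, 5 to phenylpropanoid biosynthesis, 5 to the MAPK signaling pathway and 4 to diterpenoid biosynthesis. The authors' deposited table has 60 common DEGs, of which 59 were among the 93. Each pair of comparisons shares a depth, so their calls are not independent. For example, 493 genes were upregulated from W3 both to W5 and to W7, where independent calls would share 31.3, and part of the excess may come from the shared W3 libraries. In 20 simulated data sets without differences at most 1 gene was shared, but with at most 3 calls over the comparisons these give no reference for the 493.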

Furthermore, to determine the functional roles of the DEGs, gene set enrichment analysis was used to identify the functional gene categories (GO terms) and the significant biological processes (Supplementary Table S4). The significantly enriched GO categories in all the comparisons were carbohydrate metabolic process, cell wall, and oxygen oxidoreductase activity (Supplementary Figure S2 and Table S5). In addition, the significantly enriched KEGG pathways were identified using gene set enrichment analysis. 

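Genes of carbohydrate metabolism, the cell wall and the laccase-type oxidoreductases changed with sowing depth in both directions. Os06g0335900 encodes a xyloglucan:xyloglucosyl transferase, an enzyme that cuts and rejoins xyloglucan chains of the cell wall. It rose from 3.53 ± 0.26 CPM in W3 to 13.4 ± 1.71 in W5 and 14.0 ± 1.38 in W7 (n = 3 per depth; log2FC of 1.92 and 1.99, adjusted p = 4.79e-07 and 2.44e-07 from edgeR). Os10g0545500, a second enzyme of this family, fell from 6.97 ± 0.546 to 2.19 ± 0.45 CPM in W5 and 2.19 ± 0.195 in W7. Of 5 xyloglucan:xyloglucosyl transferase genes, 2 were higher and 1 lower in W5 than in W3, 2 higher and 3 lower in W7 than in W3, and 1 higher and 2 lower in W7 than in W5, with the same counts when adjusted over the list alone. The 1 gene higher in W7 than in W5, Os06g0696600 (log2FC of 0.25, adjusted p = 0.0377 from edgeR), did not pass in 8 of 9 fits without 1 library (adjusted p from 0.055 to 0.119). Of the 54 genes that the authors' deposited table puts under carbohydrate metabolic process, 32 were higher and 18 lower in W5 than in W3, 23 higher and 26 lower in W7 than in W3, and 10 higher and 25 lower in W7 than in W5. The 30 cell wall genes divided into 14 higher and 10 lower, 13 higher and 10 lower, and 9 higher and 14 lower in the same 3 comparisons. Of 11 genes with hydroquinone:oxygen oxidoreductase activity, the activity of laccases, 6 were higher and 2 lower, 9 higher and 1 lower, and 7 higher and 2 lower. The deposited terms list only DEGs of these libraries, so these counts are not independent evidence of a change.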

The key metabolic pathways in all three comparisons were phenylpropanoid biosynthesis, cutin suberine and wax biosynthesis, plant MAPK signaling pathway, diterpenoid biosynthesis, cyanoamino acid metabolism, carbon fixation in photosynthetic organisms, flavonoid biosynthesis, and glutathione metabolism (Figure 4, Supplementary Tables S6 and S7).

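Genes of cutin, suberine and wax biosynthesis were mostly higher at the greater depths, and genes of glutathione metabolism were mostly lower in W7 than in W5. Os04g0354600, annotated to suberin biosynthesis, was at 4.25 ± 0.447 CPM in W3, 3.86 ± 0.349 in W5 and 14.9 ± 0.521 in W7 (n = 3 each), a rise of 1.95 on the log2 scale from W5 to W7 (standard error 0.12, adjusted p = 4.88e-07 from edgeR). Os07g0638400, a peroxidase listed under glutathione metabolism and phenylpropanoid biosynthesis, was at 96.6 ± 6.13, 128 ± 11.7 and 33.3 ± 1.64 CPM. Of 13 cutin, suberine and wax genes, 8 were higher and 2 lower in W5 than in W3, 10 higher and 3 lower in W7 than in W3, and 5 higher and 1 lower in W7 than in W5. The 19 genes of glutathione metabolism divided into 10 higher and 6 lower, 5 higher and 9 lower, and 1 higher and 10 lower. For 19 genes of cyanoamino acid metabolism these counts were 12 and 6, 10 and 7, and 2 and 8. Of 14 genes of carbon fixation, 3 were higher and 9 lower in W5 than in W3, 1 higher and 13 lower in W7 than in W3, and 5 higher and 4 lower in W7 than in W5. Os12g0291100, annotated with ribulose-bisphosphate carboxylase activity, fell from 53.6 ± 5.06 CPM in W3 to 11.4 ± 0.342 in W5 and was at 22.4 ± 1.25 in W7. Of 22 flavonoid biosynthesis genes, 8 were higher and 8 lower, 7 higher and 11 lower, and 4 higher and 8 lower in the 3 comparisons. The 8 pathways named by the paper hold 213 distinct genes in the authors' deposited table, of which 210 were called in at least 1 comparison. That table lists only genes that the authors called, so the counts are not independent evidence.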

### 3.4. WGCNA of Transcriptome Data from Different Sowing Depth Conditions

WGCNA was applied to investigate gene expression differences between the different sowing depths, yielding four genetic modules (Figure 5A,B). Module membership in the blue module exhibited a significant negative correlation with gene significance, whereas the brown module exhibited a significant positive correlation (Figure 5C). KEGG enrichment analysis was performed on the genes in the blue and brown modules and 48 and 20 KEGG pathways were obtained, respectively (Figure 5D). Among these, DEGs were highly enriched in the phenylpropanoid biosynthesis, carbon metabolism, photosynthesis—antenna protein, and plant–pathogen interaction pathways. 

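Genes of plant-pathogen interaction were mostly higher in W5 than in W3, and genes of carbon metabolism were mostly lower in W7 than in W3. Of 51 plant-pathogen interaction genes, 43 were higher and 7 lower in W5 than in W3, 27 higher and 12 lower in W7 than in W3, and 4 higher and 17 lower in W7 than in W5. The mean level of 35 of them was highest in W5. Of 29 carbon metabolism genes, 6 were higher and 17 lower, 5 higher and 24 lower, and 7 higher and 13 lower in the same comparisons. These genes were taken from the authors' deposited KEGG table, which holds only DEGs, and their counts are not independent evidence. That table lists plant-pathogen interaction only for W3 and W5 (51 genes), and carbon metabolism only for W3 and W7 (25) and W5 and W7 (12). A change in those comparisons was thus largely fixed by the choice of members, though its direction was not. For reference, 973 of all DEGs were higher and 485 lower between W3 and W5. These numbers were 956 and 853 between W3 and W7, and 245 and 537 between W5 and W7. A linear trend with depth in cm, tested with edgeR, passed for 3782 rising and 3813 falling genes. A gene can pass this trend through a change at a single step. A change in the same direction at both steps, each at an adjusted p under 0.05, was found for 292 rising and 475 falling genes, 767 in all. Of the plant-pathogen interaction genes, 0 rose and 0 fell at both steps, and the same held for the 14 antenna protein genes. Among carbon metabolism genes 2 rose and 6 fell at both steps. The number rising at both steps was 154 without W5 replicate 2, which left 412 in all, and the number falling was 254 without W7 replicate 3. With the GC content of the libraries as a covariate, an alternative chosen after seeing the data, 517 genes rose at both steps. Co-expression modules and hub genes were not analysed here.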

Hub gene mining analysis was then performed on these two modules using the MCODE package (v2.0.3) in Cytoscape (v3.10), resulting in a network containing 26 (top) and 27 (bottom) hub genes, respectively (Figure 5E, Supplementary Table S8).

### 3.5. Spatial Functional Characteristics of Different Sowing Depths

To delineate the distinct features of gene expression and their biological relevance in rice mesocotyls under different sowing depths, HCA and KEGG pathway enrichment analysis were performed. Five significant expression profiles were identified across the eight sowing depth gradients (Figure 6, Supplementary Figure S3). These region-specific genes were linked to different sowing depths (Figure 1A). 

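The most frequent shape among the DEGs was a rise from W3 to W5 that was kept in W7. Each of the 2699 genes called in at least 1 comparison was assigned to the shape of Figure S3 with the highest correlation to its mean log2 CPM at the 3 depths. Profile 6, which has this shape, held 724 genes, and profile 7, a rise at each step, held 318. Profile 0, a fall at each step, held 350 genes, and profile 1, a fall to W5 that is kept in W7, held 336. The number in profile 3, level to W5 and lower in W7, was 345. Profile 5, a peak in W5, held 298 genes, profile 2, a trough in W5, held 172, and profile 4, level to W5 and higher in W7, held 156. As a reference, the same assignment was averaged over the 6 possible orders of the depths, which gave 230 genes for profile 0, 256 for profile 1, 539 for profile 2, 414 for profile 3, 256 for profile 4, 360 for profile 5, 414 for profile 6 and 230 for profile 7. Profiles 0, 1, 6 and 7 exceeded this reference and the others fell below it. The assignment did not test the steps, so a place in profile 7 or 0 does not mean that both steps passed. With both steps at an adjusted p under 0.05 from edgeR and an absolute log2FC above 1 from W3 to W7, 116 genes rose and 155 fell.

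**Figure D2:**
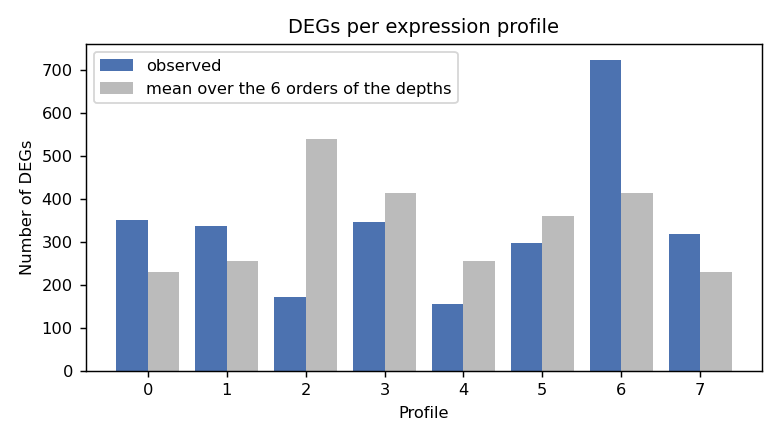
Number of DEGs (y axis) in each of the 8 expression profiles (x axis), observed (blue) and averaged over the 6 orders of the depths (grey). Profile 6 is the tallest blue bar with 724 genes against 414.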

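Genes of methionine salvage and nicotianamine synthesis were lower at greater depth. Nicotianamine synthases make a metal chelator from S-adenosylmethionine, and methionine salvage recycles the by-product. The nicotianamine synthase gene Os03g0307200 fell from 924 ± 121 CPM in W3 to 427 ± 121 in W5 and 189 ± 22.1 in W7 (n = 3 each), and Os03g0307300 fell from 665 ± 82.2 to 344 ± 103 and 171 ± 23.1. Os11g0484000, of methionine salvage, fell from 504 ± 9.09 to 312 ± 10.1 and 183 ± 3.98 CPM, with a log2FC of -1.46 from W3 to W7 (standard error 0.04, adjusted p = 7.11e-10 from edgeR). Of the 5 genes of this list, 4 were lower in W5 than in W3 and 5 were lower in W7 than in W3 and in W7 than in W5, with the same counts when adjusted over the list alone. As the list was joined through deposited terms that hold only DEGs, these counts are not independent evidence. All 4 alpha-amylase genes, listed as markers of the seed next to the mesocotyl and taken from such terms as well, were lower at each greater depth. One of them, Os08g0473900, fell from 7.05 ± 0.585 to 2.99 ± 0.717 and 1.53 ± 0.331 CPM, and its fall from W5 to W7 did not pass without W5 replicate 2 (adjusted p = 0.0514), where 2 of the 4 genes passed. Profile 0 held 4 of the 5 genes of methionine salvage and nicotianamine synthesis and all 4 alpha-amylase genes.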

Profiles 0 and 1 exhibited the highest expression in W3, and decreased with deeper depths (Profile 0: *p* = 2.1 × 10^−18^; Profile 1: *p* = 1.7 × 10^−8^). These profiles were enriched with genes involved in photosynthesis antennae and photosynthesis pathways, which likely support mesocotyl elongation via the light-driven energy supply. 

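Genes of the light-harvesting antenna proteins were several-fold lower in W5 and W7 than in W3, and 9 of them were higher in W7 than in W5. The antenna gene Os01g0600900 was at 150 ± 21.4 CPM in W3, 15.1 ± 5.29 in W5 and 31.4 ± 4.99 in W7 (n = 3 each). Its log2FC was -3.31 from W3 to W5 (standard error 0.20, adjusted p = 2.23e-07 from edgeR), -2.26 from W3 to W7 (0.19, 2.41e-06) and 1.06 from W5 to W7 (0.20, 0.00394). Os03g0592500 was at 67.5 ± 3.57, 5.66 ± 1.31 and 9.89 ± 0.447 CPM. Of the 14 antenna genes, 13 were lower and 0 higher in W5 than in W3, 14 were lower in W7 than in W3, and 9 were higher and 0 lower in W7 than in W5 (10 higher when adjusted over the list alone). Their median log2FC was -2.14, -1.64 and 0.56 in these comparisons. A wider list of 34 photosystem and Rubisco genes, 13 of which are antenna genes, had 32 lower in W5 than in W3, 31 lower and 1 higher in W7 than in W3 (32 lower when adjusted over the list alone), and 18 higher in W7 than in W5 (22 when adjusted over the list alone). Os03g0323200, a subunit of the magnesium chelatase of chlorophyll synthesis and the only member of that list, was at 38.9 ± 1.75, 16.2 ± 0.61 and 19.8 ± 1.38 CPM. The alpha-amylase genes listed as seed markers, which were kept only where they were DEGs, were also lower in W5 and W7 than in W3. All 14 candidate identifiers of the antenna list were kept, and all lie in deposited terms that hold only DEGs. The authors' table counts 17 background genes for the antenna pathway. Limma's camera test passed for this list in the 3 comparisons, with adjusted p-values of 2.18e-14, 7.32e-11 and 4.8e-07, and of 0.00813, 0.0114 and 0.0193 with an estimated correlation. Since every member was a DEG, this set test is not independent evidence of a change. Profile 1 held 13 of the 14 antenna genes and 13 of the 21 genes of the photosynthesis pathway, and profile 0 held 1 and 0 of them. Of the other photosynthesis genes, 6 were in profile 2, a trough in W5, 1 in profile 6 and 1 in profile 7. The antenna list was chosen knowing that the paper names this pathway, and the photosystem list and the pathway members come from deposited terms that hold only DEGs, so their counts are not independent evidence.

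**Figure D3:**
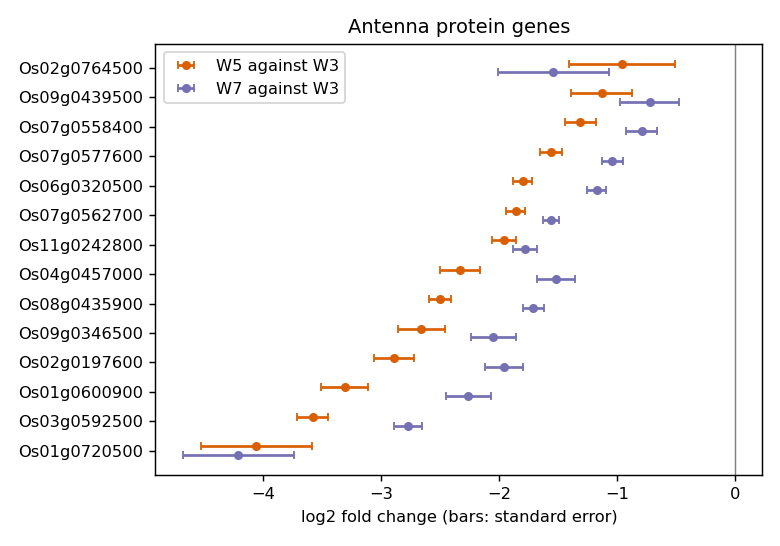
Log2 fold change against W3 (x axis) of each of the 14 antenna protein genes (y axis), for W5 (orange) and W7 (purple), with bars for the standard error. All values lie below 0, with medians of -2.14 for W5 and -1.64 for W7.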

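Genes of phenylpropanoid biosynthesis were spread over all 8 profiles. Of the 69 phenylpropanoid genes among the DEGs, 15 were in profile 3, 12 in profile 7, 11 in profile 0 and 11 in profile 6. The remaining genes were in profile 5 (7 genes), profile 4 (6), profile 1 (4) and profile 2 (3). The shape of profile 3 is level from W3 to W5 and lower in W7. Os02g0811800, one of the genes listed for lignin precursor synthesis, was at 17.6 ± 2.53 CPM in W3, 28.9 ± 2.1 in W5 and 1.08 ± 0.361 in W7 (n = 3 each), and fell by 4.73 on the log2 scale from W5 to W7 (standard error 0.18, adjusted p = 1.03e-08 from edgeR). Os05g0135000, a peroxidase gene, was at 3.65 ± 0.371, 6.63 ± 0.471 and 0.901 ± 0.165 CPM. Across the 69 genes the mean level was highest in W3 for 17, in W5 for 29 and in W7 for 23. Another pathway with many members in profile 3 was glycolysis and gluconeogenesis, with 9 of 19 genes. All these genes come from deposited terms that list only DEGs, so their counts are not independent evidence. Glycolysis and gluconeogenesis is deposited only for W3 and W7 (14 genes) and W5 and W7 (14). Its members were thus chosen for a difference in W7, which the shape of profile 3 has.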

Profile 3 peaks in W5 and declines in W7 (*p* = 0.03) and is enriched with genes involved in phenylpropanoid biosynthesis, which regulates cell wall lignin deposition and balances the mechanical support and extensibility required for moderate sowing. 

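Genes of plant-pathogen interaction and of cutin, suberine and wax biosynthesis were most often in profile 6, and genes with peroxidase activity were most often in profile 7. Of 50 plant-pathogen interaction genes among the DEGs, 27 were in profile 6 and 1 in profile 7, and of 13 cutin, suberine and wax genes, 7 were in profile 6 and 1 in profile 7. Of 26 genes with peroxidase activity, 9 were in profile 7 and 2 in profile 6. The peroxidase gene Os05g0499300 rose from 20.4 ± 1.98 CPM in W3 to 40.8 ± 1.19 in W5 and 72.6 ± 2.83 in W7 (n = 3 each), with a log2FC of 1.83 from W3 to W7 (standard error 0.07, adjusted p = 5.2e-09 from edgeR). Os01g0556650, which is in none of the deposited enriched terms, rose from 3.44 ± 1.18 to 17.9 ± 2.1 and 31.0 ± 2.3 CPM. In the shape of profile 6 the level of W7 equals that of W5. The pathway members were taken from deposited terms restricted to DEGs and are not independent evidence. Plant-pathogen interaction is deposited only for W3 and W5 (51 genes), and peroxidase activity only for W3 and W7 (22) and W5 and W7 (11). The profiles partly reflect this choice of members.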

Profiles 6 and 7 exhibited the highest expression in W7 (Profile 6: *p* = 4.0 × 10^−18^; Profile 7: *p* = 7.5 × 10^−4^). Although they are not annotated here, their depth-dependent dynamics suggest their important roles in adapting to deep-sowing stress, complementing core mesocotyl elongation processes (Figure 6). In conclusion, photosynthesis—antenna proteins, photosynthesis pathways, and phenylpropanoid biosynthesis may be involved in mediating deep-sowing tolerance in rice.

### 3.6. Identification of the Genes Involved in Phenylpropanoid Biosynthesis Processes, the MAPK Signaling Pathway, and Diterpenoid Biosynthesis Processes

As phenylpropanoid biosynthesis processes, the MAPK signaling pathway, and diterpenoid biosynthesis processes are closely associated with ML under deep-sowing conditions, we analyzed the expression patterns of the related genes using transcriptome analysis. Totals of 110, 97, and 38 DEGs involved in the MAPK signaling pathway, phenylpropanoid biosynthesis, and diterpenoid biosynthesis, respectively, were detected between the different sowing depths (Supplementary Table S9). 

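Genes of the MAPK signaling pathway, phenylpropanoid biosynthesis and diterpenoid biosynthesis were each most often highest in W5. Of the 57 MAPK signaling pathway genes, 29 were higher and 16 lower in W5 than in W3, 19 higher and 29 lower in W7 than in W3, and 6 higher and 23 lower in W7 than in W5. Their mean level was highest in W3 for 19 genes, in W5 for 25 and in W7 for 13. Of the 69 phenylpropanoid genes, 36 were higher and 17 lower, 32 higher and 29 lower, and 17 higher and 30 lower in the same comparisons. The 22 diterpenoid biosynthesis genes divided into 14 higher and 3 lower, 2 higher and 14 lower, and 1 higher and 19 lower, and 16 of them were highest in W5. At the paper's thresholds, the calls summed over the comparisons came to 99 for the MAPK signaling pathway (38, 39 and 22), 112 for phenylpropanoid biosynthesis (32, 48 and 32) and 38 for diterpenoid biosynthesis (10, 10 and 18). A gene called in 2 comparisons is counted 2 times in these sums. The members were taken from the authors' deposited KEGG table, which holds only DEGs of these libraries, so the counts are not independent evidence.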

Regarding phenylpropanoid biosynthesis process genes, the heatmap showed that the expression levels of *OsPHT3* and *LOC_Os04g59260* were upregulated, while those of *OsCCR1*, *OsPGIP4*, and *LOC_Os01g45110* were downregulated with increasing sowing depth (Figure 7A). 

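The peroxidase gene LOC_Os04g59260 (Os04g0689000) rose and the glycosyltransferase gene LOC_Os01g45110 (Os01g0638000) fell at each step in depth. Os04g0689000 was at 5.63 ± 0.288 CPM in W3, 16.4 ± 0.88 in W5 and 36.7 ± 2.9 in W7 (n = 3 each). Its log2FC was 1.54 from W3 to W5 (standard error 0.09, adjusted p = 1.66e-07 from edgeR), 2.70 from W3 to W7 (0.09, 1.68e-09) and 1.16 from W5 to W7 (0.08, 1.68e-06). Os01g0638000 was at 12.7 ± 0.161, 4.88 ± 0.435 and 2.07 ± 0.383 CPM, with log2FC of -1.38 (0.14, 1.2e-05), -2.62 (0.15, 7.11e-08) and -1.24 (0.15, 0.000146). The 3 listed genes of phenylalanine ammonia-lyase, the first enzyme of the pathway, moved in different directions. They are the DEGs among 8 background genes of the deposited term, and Os02g0626100, which rose, had by far the highest level. Os02g0626100 rose from 3300 ± 334 CPM in W3 to 6790 ± 104 in W5 and was at 7140 ± 523 in W7, while Os05g0427400 fell from 76.6 ± 8.16 to 37.7 ± 5.39 and 21.4 ± 1.03, and Os12g0520200 fell from 14.5 ± 2.04 to 2.18 ± 0.4 and was at 1.80 ± 0.561 in W7. Of 6 genes listed for lignin precursor synthesis, 3 were higher and 2 lower in W5 than in W3 (4 higher when adjusted over the list alone), 1 higher and 5 lower in W7 than in W3, and 0 higher and 4 lower in W7 than in W5. Of 26 genes with peroxidase activity, 14 were higher and 4 lower (15 higher when adjusted over the list alone), 16 higher and 10 lower, and 12 higher and 8 lower (13 higher when adjusted over the list alone). Members of both lists were found through deposited terms that hold only DEGs, which is not independent evidence. Of 20 candidate identifiers for lignin precursor synthesis only 5 were kept, and those left out are not in these counts. The symbols OsPHT3, OsCCR1 and OsPGIP4 could not be matched to an identifier of the count table, and no value is given for them.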

Among the genes involved in the MAPK signaling pathway, *LOC_Os07g03319* and *LOC_Os07g03580* exhibited increased expression, while *LOC_Os07g03409* was markedly downregulated with increasing sowing depth (Figure 7B). 

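LOC_Os07g03319 (Os07g0125201), LOC_Os07g03409 (Os07g0126100) and LOC_Os07g03580 (Os07g0127500) each had their highest mean count in W5 and their lowest in W7. Os07g0125201 was at 11.3 ± 3.47 CPM in W3, 28.8 ± 11.9 in W5 and 5.42 ± 2.08 in W7 (n = 3 each). Os07g0126100 was at 6.89 ± 1.8, 14.2 ± 6.04 and 3.28 ± 0.404 CPM, and Os07g0127500 at 1.98 ± 0.406, 6.11 ± 2.39 and 0.397 ± 0.272. All 3 lie under the MAPK signaling pathway and plant-pathogen interaction in the deposited KEGG terms. The log2FC of Os07g0125201 was 1.35 from W3 to W5 (standard error 0.32, adjusted p = 0.00618 from edgeR), -1.06 from W3 to W7 (0.34, 0.0278) and -2.41 from W5 to W7 (0.34, 0.000443). For Os07g0126100 it was 1.04 (0.26, 0.00898), -1.07 (0.28, 0.00963) and -2.11 (0.28, 0.000267), and for Os07g0127500 it was 1.63 (0.35, 0.00384), -2.31 (0.43, 0.0011) and -3.94 (0.42, 5.46e-05). Each of these 9 tests also passed when adjusted over the list alone, which is not independent evidence since the genes were chosen by the study on these libraries. The comparison of W3 and W7 for Os07g0125201 was the weakest, with an adjusted p of 0.058 from DESeq2 and of 0.0607 to 0.112 without W3 replicate 1 or 2 or W7 replicate 1 or 2. For Os07g0126100 this comparison did not pass without W3 replicate 2 (0.0517).

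**Figure D4:**
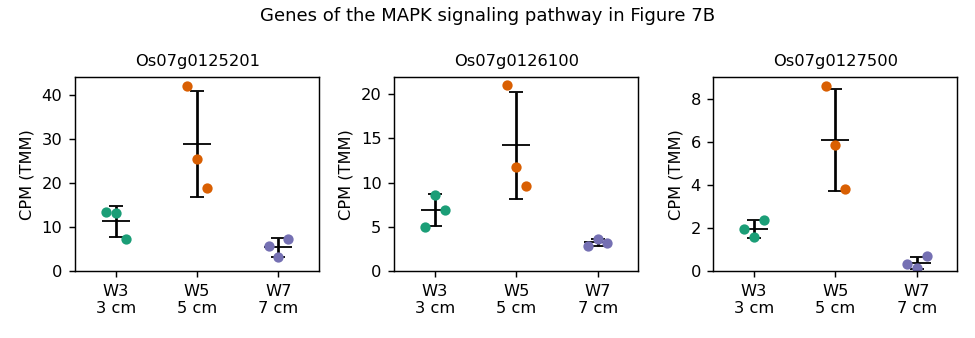
TMM-scaled CPM (y axis) of Os07g0125201, Os07g0126100 and Os07g0127500 at each sowing depth (x axis). Points are the 3 libraries of a depth, and black marks with bars are the mean and SD, which is highest in W5 for each gene, as at 28.8 CPM for Os07g0125201.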

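Most listed genes of diterpenoid phytoalexin synthesis were higher in W5 than in W3 and lower in W7 than in W5. Diterpenoid phytoalexins are antimicrobial compounds of rice, made by terpene synthases and cytochrome P450 monooxygenases. The terpene synthase gene Os02g0571100 was at 46.5 ± 2.61 CPM in W3, 116 ± 4.35 in W5 and 47.5 ± 0.25 in W7 (n = 3 each). Its log2FC was 1.32 from W3 to W5 (standard error 0.05, adjusted p = 9.4e-09 from edgeR), 0.03 from W3 to W7 (0.05, 0.716) and -1.29 from W5 to W7 (0.05, 2.09e-08). Os12g0491800, another terpene synthase gene, was at 9.77 ± 0.559, 24.8 ± 2.85 and 6.81 ± 0.67 CPM, and the monooxygenase gene Os02g0570700 at 13.1 ± 1.86, 28.3 ± 1.57 and 13.3 ± 0.864. Os04g0179700, a terpene synthase gene, did not pass between W3 and W5 (34.3 ± 1.74 and 38.1 ± 2.12 CPM, adjusted p = 0.176 from edgeR) and fell to 9.01 ± 0.879 in W7. Of 11 genes on the list, 9 were higher and 0 lower in W5 than in W3, 0 higher and 7 lower in W7 than in W3, and 0 higher and 9 lower in W7 than in W5. When adjusted over the list alone, 1 gene was higher in W7 than in W3, and 1 was higher and 10 were lower in W7 than in W5. List members were kept only where a deposited term, which holds only DEGs, fitted them, so the counts are not independent evidence. This kept 11 of 17 candidate identifiers, and those left out are not in the counts.

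**Figure D5:**
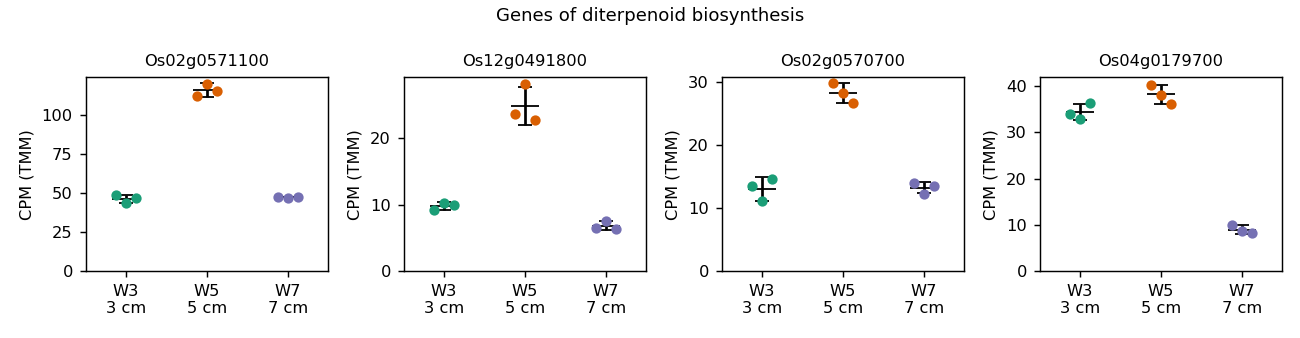
TMM-scaled CPM (y axis) of Os02g0571100, Os12g0491800, Os02g0570700 and Os04g0179700 at each sowing depth (x axis). Points are the 3 libraries of a depth, and black marks with bars are the mean and SD. The mean is highest in W5 for each gene, at 116 CPM for Os02g0571100.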

Among the genes involved in diterpenoid biosynthesis processes, significantly lower expression of *OsCYP76M5* and *OsCYP71Z2*, and higher expression of *OsCYP71Z21* were observed under deep-sowing conditions compared with the 3 cm control (Figure 7C). We then conducted qRT-PCR assays to verify the reliability of the transcriptome data. The results agreed with the RNA-seq findings (Figure 7D–F), indicating that our transcriptomic data were highly reliable. Overall, these findings imply that genes linked to phenylpropanoid biosynthesis, the MAPK signaling pathway, and diterpenoid biosynthesis might contribute to the promotion of rice mesocotyl elongation under deep-sowing conditions.

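Few genes of the 3 pathways changed in the same direction at both steps in depth. Of the 69 phenylpropanoid biosynthesis genes, 9 rose and 5 fell from W3 to W5 and again from W5 to W7, each step at an adjusted p under 0.05 from edgeR. The peroxidase gene Os06g0546500 fell from 24.3 ± 1.36 CPM in W3 to 11.2 ± 0.57 in W5 and 5.72 ± 0.0922 in W7 (n = 3 each). Among the 57 MAPK signaling pathway genes, 2 rose and 3 fell at both steps, and among the 22 diterpenoid biosynthesis genes, 0 rose and 2 fell. In at least 1 comparison, 69, 56 and 21 of these genes were DEGs. Of the 11 candidate genes of Figure 7, 5 could be matched to an identifier, and all 15 comparisons of these 5 genes passed, over all genes and when adjusted over the list alone. A test that passed shows a difference between depths, not the direction that the paper states. Os04g0689000 and Os01g0638000 changed at each step in the stated direction. Os07g0125201, Os07g0126100 and Os07g0127500 were highest in W5 and lowest in W7, where the paper states a rise or a fall with depth. The study chose these candidates on the same libraries, so these tests are not independent evidence. The paper's reasoning starts from mesocotyl and cell lengths that grew with sowing depth. It then takes the DEGs of the 3 pairs of depths and the pathways enriched among them, together with co-expression modules and clusters of expression profiles. The expression of selected genes of 3 pathways across depths follows (Figure 7A-C). The paper reports that qRT-PCR of these genes followed its RNA-seq values (Figure 7D-F). From the fall of OsCCR1 with depth, the paper reasons that less lignin keeps the cell wall extensible. The paper proposes that genes of phenylpropanoid biosynthesis, the MAPK signaling pathway and diterpenoid biosynthesis may contribute to mesocotyl elongation under deep sowing.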

## 4. Discussion

The present study systematically investigated the molecular mechanisms underlying rice mesocotyl elongation under different sowing depth conditions (3, 5, and 7 cm) using the cultivar Zhengdao 209. Using transcriptome sequencing, WGCNA, HCA, and qRT-PCR validation, important pathways and candidate genes regulating ML under deep-sowing conditions were identified, providing novel insights into the deep-sowing tolerance of direct-seeded rice. Previous studies have demonstrated that mesocotyl elongation is mainly driven by cell elongation and moderate cell division, with cell elongation being the dominant factor [35]. Cell wall remodeling and loosening are essential physiological processes underlying mesocotyl elongation, as they facilitate cellular expansion without inflicting structural damage [28]. Consistent with earlier findings, our results corroborated that ML and mesocotyl cell length significantly increased with increasing sowing depth, with the longest ML observed at a 7 cm sowing depth (Figure 1A,B). This finding suggests that mesocotyl elongation is a crucial adaptive strategy for rice seedling emergence under deep-sowing stress [3,5,6].

HCA classified all DEGs into eight sowing depth-dependent expression patterns (Figure 6, Supplementary Figure S3 and Table S7), which were further grouped into three core regulatory modules highly correlated with the adaptive growth requirements of rice mesocotyl under different sowing depths. The first is the gradient-dependent continuous response module, containing genes continuously activated (profile 7) or repressed (profile 0) with increasing sowing depth. The continuously upregulated genes are likely core positive regulators mediating deep-sowing-induced mesocotyl elongation, whose sustained transcriptional activation provides molecular driving force for soil penetration. In contrast, the continuously downregulated genes are mainly involved in basal mesocotyl growth under shallow sowing, and their specific repression under deep-sowing stress facilitates the growth pattern transition for deep-sowing tolerance. The second is the transition-stage balance regulatory module, including four gene sets with expression peaking/valleying, or being specifically activated (profile 5 and profile 6)/repressed (profile 1 and profile 2) at 5 cm sowing depth. These genes reflect the transcriptional balance of mesocotyl during the shallow-to-deep sowing transition, and may act as core signal transduction nodes to perceive environmental cues (e.g., mechanical pressure, light gradient), serving as key hubs for mesocotyl growth state switching across sowing depths. The third is the deep-sowing-specific response module, comprising two gene sets exclusively activated (profile 4) or repressed (profile 3) under 7 cm deep sowing, with no expression changes under shallow/moderate conditions. These genes form a deep-sowing-specific transcriptional regulatory unit, and their strict expression specificity suggests they are key mediators of mesocotyl deep-sowing adaptation and core candidates for subsequent functional validation.

Notably, a large number of transcription factors (TFs) were identified among the DEGs (Supplementary Table S10), including multiple well-documented TF members (e.g., *OsNAC29* [29], *OsWRKY24* [36], *OsbHLH035* [37], *OsARF17* [38]) that have been functionally validated to regulate rice mesocotyl elongation via mediating phytohormone signal crosstalk and cell wall remodeling, as well as a set of novel TFs with unreported functions (e.g., *ARF*, *bZIP*, *C2H2*, *MYB*, *NAC*), which represent promising candidate regulators for deciphering new transcriptional regulatory mechanisms of deep-sowing tolerance in direct-seeded rice. The differential expression characteristics of the previously characterized TFs not only verified the reliability of our transcriptome data, but also expanded the functional scenario of these classical regulators, confirming that they can act as regulatory nodes to integrate environmental and hormone signals related to sowing depth and regulate mesocotyl elongation. Meanwhile, the identification of novel TFs provides brand-new candidate targets for dissecting new regulatory pathways of deep-sowing adaptation in rice mesocotyl.

Transcriptome analysis identified 60 common DEGs across all three comparisons, and functional enrichment revealed that these DEGs were primarily involved in phenylpropanoid biosynthesis, MAPK signaling, and diterpenoid biosynthesis (Figure 4 and Figure 5). The findings indicated that rice mesocotyl elongation under deep-sowing conditions is a complex process coordinated by multiple metabolic and signaling pathways. The phenylpropanoid biosynthesis pathway is well-documented to regulate cell wall mechanical properties via lignin deposition [18,19,20]. Among the diverse metabolites identified, the lignin biosynthesis branch shows the closest link to mesocotyl elongation [19,20]. In maize, the spatiotemporal regulation of lignin deposition through this pathway modulates mesocotyl cell wall mechanical properties; specifically, reduced lignin biosynthesis and accumulation reduces cell wall rigidity, thereby facilitating marked mesocotyl elongation under deep-seeding stress [18]. Consistent with this regulatory framework, the present study revealed distinct expression patterns of genes relevant to lignin metabolism and mesocotyl elongation in rice under varying sowing depths. Specifically, *OsCCR1*, a key gene in lignin synthesis, was downregulated with increasing sowing depth, indicating that the reduced lignin deposition in the mesocotyl preserves cell wall extensibility to promote mesocotyl cell and mesocotyl elongation [39,40]. In contrast, the putrescine hydroxycinnamoyl acyltransferase *OsPHT3* and *LOC_Os04g59260* were upregulated under the same conditions [41], while *OsPGIP4* (mainly expressed in callus and seeds and is a positive regulator of bacterial leaf streak) and *LOC_Os01g45110* were downregulated with increasing sowing depth [42] (Figure 7A,D). Taken together, *OsPHT3* and *LOC_Os04g59260* may positively regulate mesocotyl elongation by modulating lignin synthesis under deep-sowing conditions, whereas *OsPGIP4* and *LOC_Os01g45110* exert the opposite effect.

The MAPK signaling pathway serves as a core hub integrating environmental and hormone signals [21,22,23,24,25]. As a conserved signal transduction module, the MAPK cascade orchestrates mesocotyl elongation by engaging in extensive cross-talk with multiple hormone pathways, a mechanism supported by the observation that MAPK components directly phosphorylate key hormone signaling regulators, such as auxin influx carriers (*OsAux*/*LAX1*) [27], DELLA proteins (GA signaling repressors) [26], and *BZR1* (BR signaling transcription factor) [43]. It is noteworthy that the identification of three novel MAPK-related DEGs (*LOC_Os07g03319*, *LOC_Os07g03580*, and *LOC_Os07g03409*) with divergent expression patterns under deep-sowing conditions extends this regulatory framework. These novel MAPK-related genes may act as additional regulatory nodes within the *OsMAPKKK10–OsMAPKK4*–*OsMAPK6* module, regulating downstream cell elongation-related transcription factors or associated proteins [28]. The identification of novel MAPK-related regulatory genes enriches the current understanding of the molecular mechanisms underlying rice deep-sowing adaptation and provides several promising candidate genes for the genetic improvement of direct-seeded rice varieties to enhance seedling emergence under deep-sowing conditions. Subsequent studies will focus on testing the protein–protein interactions between these novel genes, core MAPK cascade components, and key hormone signaling regulators (e.g., *OsEIL1*, *DELLA*, and *OsAux/LAX1*), and validating their potential dual roles in MAPK-mediated transcriptional regulation and cell wall remodeling to verify our proposed regulatory mechanism and unravel the precise molecular circuitry underlying rice deep-sowing adaptation.

Diterpenoid biosynthesis relies on the plastidial MEP and cytoplasmic MVA pathways, which function to synthesize GGPP. GGPP is then converted into structurally diverse diterpenoids via diterpene cyclases/synthases. The gibberellin biosynthesis branch serves as the core regulator of mesocotyl elongation [29]. Notably, deep-sowing-induced dark conditions significantly upregulate the key MEP genes in the mesocotyl, thereby boosting GGPP production to provide the metabolic precursor for the GA precursor ent-kaurene, which is subsequently catalyzed by ent-kaurene oxidase and ent-kaurenoic acid oxidase to form bioactive GAs [30,31,32]. In the present study, several *cytochrome P450 monooxygenase* (*CYP*) genes were identified as key regulators of this process: *OsCYP71Z21* was upregulated, while *OsCYP76M5* and *OsCYP71Z2* were downregulated with increasing sowing depth (Figure 7C,F). Consistent with previous reports that *CYPs* are involved in GA precursor modification [6,35,44], these results suggest that deep-sowing-induced dark signals may reshape the diterpenoid metabolic profile by modulating the expression of these *CYP* genes, thereby fine-tuning GA biosynthesis to facilitate mesocotyl elongation under deep-sowing stress.

Studies have shown that deep sowing reduces the formation and accumulation of total lignin, resulting in decreased cell wall rigidity, thereby significantly promoting mesocotyl elongation, while photosynthesis and carbon metabolism provide the energy and carbon skeleton for mesoblastic cell elongation, promoting rapid emergence under shallow sowing conditions [20,35,43,45,46]. WGCNA identified blue and brown modules that were strongly correlated with ML and enriched in genes involved in phenylpropanoid biosynthesis, carbon metabolism, and photosynthesis antennae (Figure 5C,D). The carbon metabolism and photosynthesis pathways (enriched in Profiles 0 and 1) may supply the energy and carbon skeletons for mesocotyl elongation under shallow sowing. Meanwhile, the phenylpropanoid biosynthesis pathway (Profile 3) strikes a balance between mechanical support and extensibility under moderate sowing. Profiles 6 and 7, which were highly expressed at a 7 cm sowing depth, may represent novel deep-sowing stress-responsive genes that warrant further investigation.

This study systematically analyzed the effects of three sowing depths on mesocotyl elongation through transcriptome sequencing, identified DEGs, verified candidate genes, defined the sowing depth-dependent expression patterns of a large number of uncharacterized genes, and constructed a comprehensive transcriptome dynamic map of rice mesocotyl in response to sowing depth gradients. However, this study provides a correlative transcriptomic landscape of rice mesocotyl in response to sowing depth gradients, and cannot confirm the causal relationship between the identified DEGs/pathways and mesocotyl length variation, which is the core direction of our follow-up functional studies. There are several limitations: (1) only one rice cultivar (Zhengdao 209) was used, and thus, the results need to be verified in other genetic backgrounds; (2) functional validation (e.g., CRISPR/Cas9-mediated gene editing or overexpression assays) is necessary to confirm the roles of the candidate genes and (3) the interaction between key pathways (e.g., MAPK signaling and GA biosynthesis) remains unclear. Future research should focus on the following aspects: (1) verifying the functions of the candidate genes (e.g., *OsCCR1*, *LOC_Os07g03319*, and *OsCYP71Z21*, especially TFs that have not undergone functional validation) via genetic transformation, (2) exploring the interaction between key genes and hormones (GA, ABA, and auxin) under deep sowing conditions, and (3) targeting the identified genes in molecular breeding to develop deep-sowing-tolerant rice varieties. These efforts will accelerate the large-scale adoption of direct-seeding technology, thereby contributing to water conservation and the development of mechanized agriculture.

## 5. Conclusions

Taken together, our transcriptome data provide a comprehensive gene expression profile for Zhengdao 209 at three sowing depths that showed varying ML phenotypes, and identified candidate genes that may regulate ML. Further studies are needed to functionally validate these candidate genes and investigate their roles in regulating ML. Ultimately, these genes could be targeted in breeding programs to develop rice cultivars with longer MLs in the future.

## Figures and Tables

**Figure 1:**
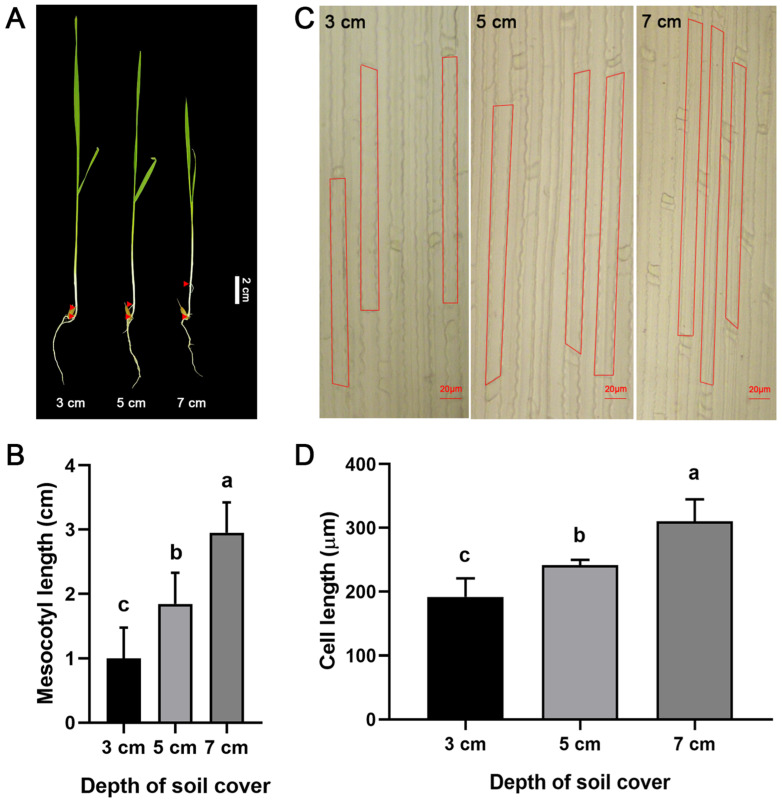
Variation in ML and mesocotyl cell length with sowing depth. (**A**) Mesocotyl morphology of the indicated plants sown at different depths. The two red triangular regions in A indicate the mesocotyl, Bar = 2 cm for (**A**). (**B**) Mesocotyl length statistics at the different sowing depths. Different letters indicate statistically significant differences between different groups, as determined by one-way ANOVA with Dunnett’s multiple comparison test (*p* < 0.05). (**C**) Mesocotyl cell lengths at the different sowing depths. The red rectangles in C characterize the single cells of the mesocotyl, Bar = 20 μm for (**C**). (**D**) Mesocotyl cell length statistics at the different sowing depths. Different letters indicate statistically significant differences between different groups according to one-way ANOVA with Dunnett’s multiple comparison test (*p* < 0.05).

**Figure 2:**
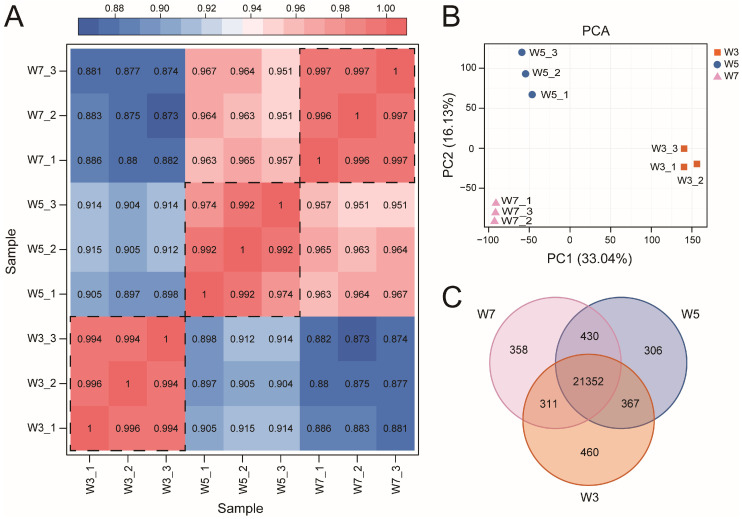
Transcriptome sequencing and quality control. (**A**) r analysis of biological replicates of rice samples across different sowing depths. The area within the dashed lines indicates the r among the three biological replicates at each sowing depth, the gradient from dark blue to dark pink indicates increasing correlation strength. (**B**) PCA of gene expression data from samples subjected to different sowing depths. (**C**) Number of expressed genes under different sowing depth conditions. W3, W5, and W7 represent sowing depths of 3, 5, and 7 cm, respectively.

**Figure 3:**
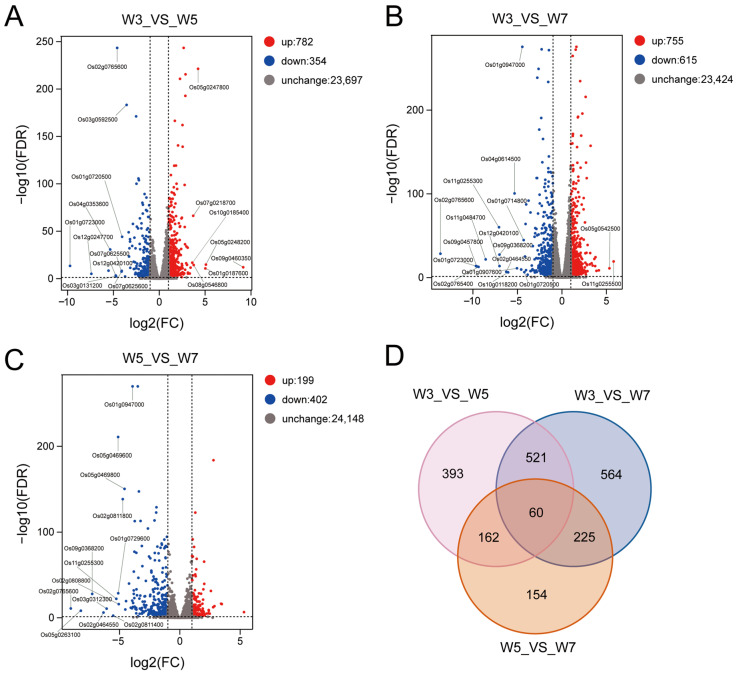
Number of DEGs in the comparisons of the three groups. (**A**–**C**) Number of up- and downregulated DEGs between 3 and 5 cm (**A**), 3 and 7 cm (**B**), and 5 and 7 cm (**C**) sowing depths. (**D**) Venn diagrams of the DEGs from the three comparisons. W3, W5, and W7 represent sowing depths of 3, 5, and 7 cm, respectively.

**Figure 4:**
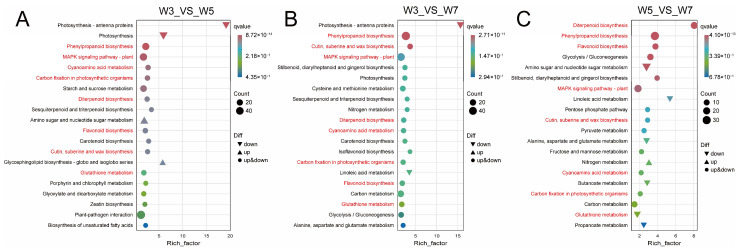
The top 20 most enriched KEGG pathway categories among the DEGs for W3 vs. W5 (**A**), W3 vs. W7 (**B**), and W5 vs. W7 (**C**). W3, W5, and W7 represent sowing depths of 3, 5, and 7 cm, respectively. Red font indicates the pathways shared by all three comparison groups, while black font indicates the pathways shared by one or two of the comparison groups.

**Figure 5:**
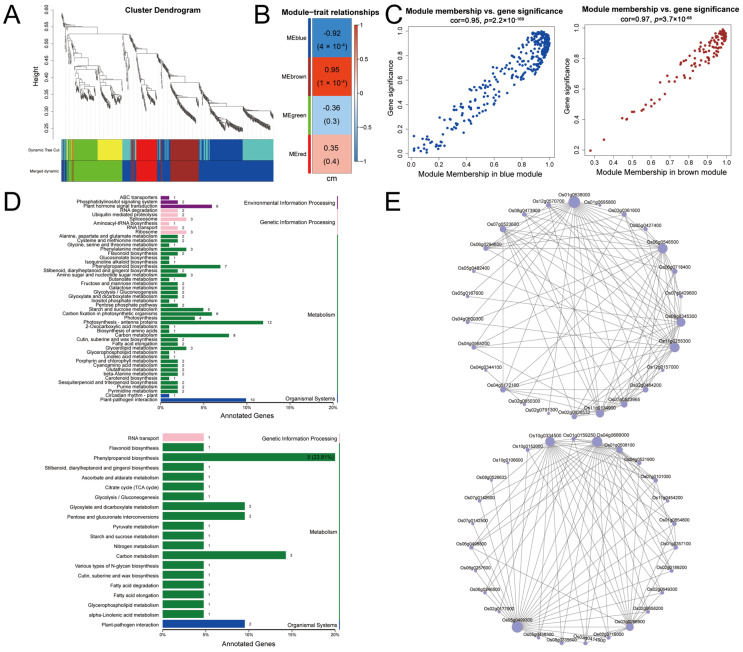
WGCNA of DEGs in the mesocotyls of rice cultivar Zhengdao 209 seedling sown at different depths. (**A**) Cluster dendrogram of DEGs. The genes were clustered based on their expression profiles, and co-expression modules (marked with distinct colors) were identified via dynamic tree cutting. The “Merged dynamic” bar represents the final integrated modules after merging highly similar ones. (**B**) Module–trait relationships between module eigengenes (MEs) and ML. Each cell shows the r (top) and the corresponding *p*-value (bottom) of the ME (of a color-labeled module) with ML. The color gradient reflects the strength and direction of the correlation. (**C**) Scatter plots of module membership (MM) vs. gene significance (GS) for the blue (left) and brown (right) modules. GS denotes the correlation between individual gene expression and ML; MM denotes the correlation between individual gene expression and the ME of the corresponding module. High linear correlations (cor > 0.95) confirm that the genes in these modules are closely associated with ML variation. (**D**) KEGG enrichment analysis of the blue (top) and brown (bottom) modules. The bars represent the proportion of annotated genes in each enriched pathway, with different colors classifying pathways into functional categories; the numbers on the bars indicate the number of annotated genes in each pathway. (**E**) Co-expression network for the blue (top) and brown (bottom) modules. Nodes represent genes, and edges represent weighted co-expression relationships; node size is positively correlated with gene connectivity (hub degree).

**Figure 6:**
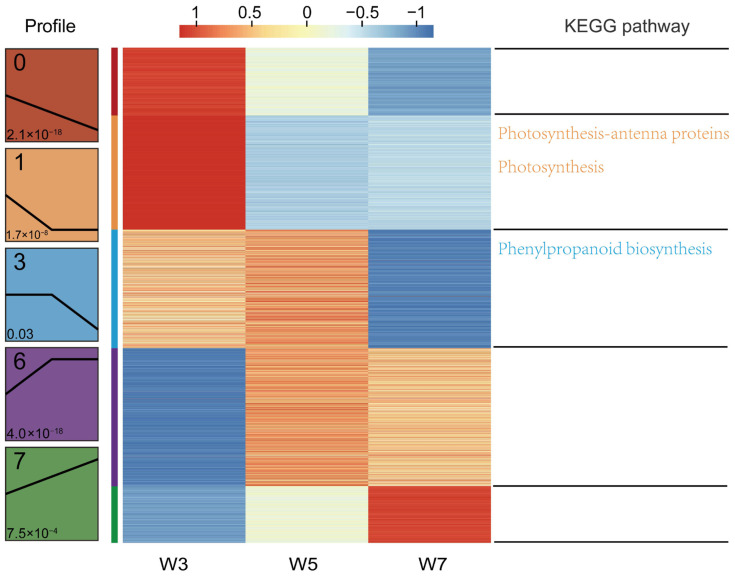
HCA-based expression profile clustering and KEGG pathway enrichment of DEGs in mesocotyls of rice plants sown at different depths. (**Left**): Co-expression patterns of the genes in the five modules. Clusters of genes associated with similar biological processes are grouped according to the degree of enrichment, as indicated on (**Right**). The red, orange, blue, purple, and green bars correspond to the genes enriched in the five modules. Each column within the sowing depth regions corresponds to a different sowing depth. The red and blue boxes indicate genes with increased and decreased abundances, respectively. W3, W5, and W7 represent sowing depths of 3, 5, and 7 cm, respectively.

**Figure 7:**
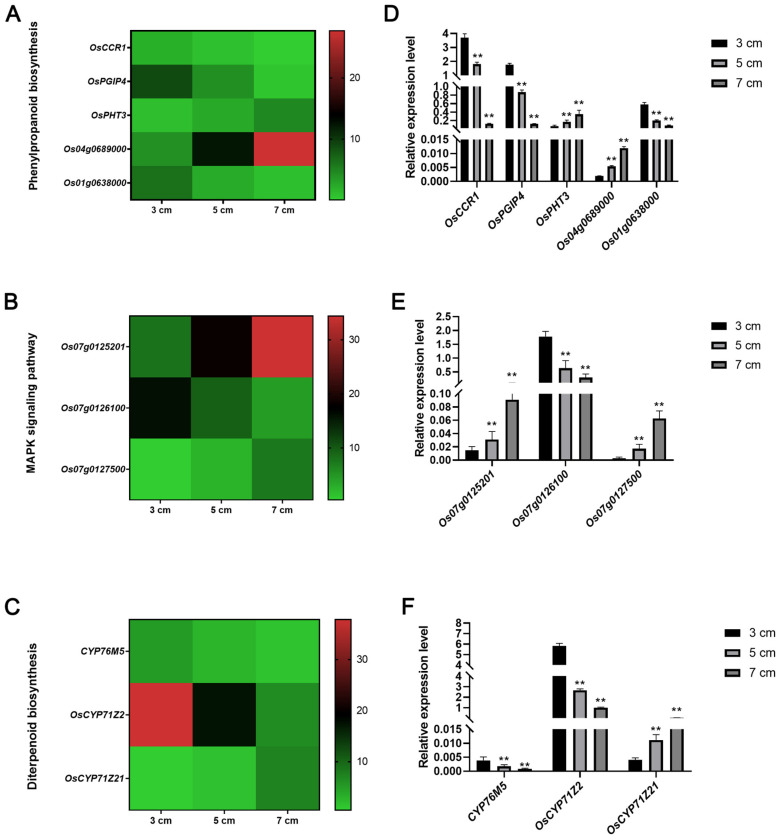
Expression pattern analysis of related genes. (**A**–**C**) Heat map showing changes in the expression of key genes in each comparison group. (**D**–**F**) qRT-PCR analyses of genes. The experiments were performed three times. The results are presented as the means ± SDs of 3 independent replicates. ** *p* < 0.01 vs. 3 cm, analyzed by Student’s *t*-test.

## Data Availability

All data have been carefully presented in the main text or provided as Supplementary Materials, with the transcriptome dataset deposited in the GEO database (accession number: GSE324982). Should additional data be required, please contact the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes17040382/s1, Figure S1: Seedling emergence and growth performance of rice cultivar Zhengdao 209 with sowing depth; Figure S2: The significantly enriched GO term for the DEGs in each comparison group; Figure S3: Hierarchical Clustering Analysis (HCA) of Expression Patterns for Differentially Expressed Genes (DEGs) in Rice Mesocotyl; Table S1: Quality and map of transcriptome sequencing data; Table S2: Raw counts of nine samples; Table S3: Differential expression genes of three comparative groups; Table S4: Annotated information for all genes; Table S5: GO enrichment analysis of differentially expressed genes in three comparative groups; Table S6: KEGG enrichment analysis of differentially expressed genes in three comparative groups; Table S7: KEGG analysis of genes in each profile of hierarchical clustering analysis (HCA); Table S8: Annotated information for hub genes; Table S9: MAPK signaling pathway, phenylpropanoid biosynthesis, and diterpenoid biosynthesis-related DEGs; Table S10: Annotated information for transcription factor; Table S11: Primers of qRT-PCR.

## Abbreviations

The following abbreviations are used in this manuscript:

BRs	brassinosteroids
DEGs	differentially expressed genes
ET	ethylene
FPKM	fragments per kilobases per million reads
GA	gibberellin
GO	Gene Ontology
HCA	hierarchical clustering analysis
IAA	auxin
JA	jasmonic acid
KEGG	Kyoto Encyclopedia of Genes and Genomes
MAPK	mitogen-activated protein kinase
Mbp	megabase pairs
ML	mesocotyl length
PCA	principal component analysis
PlantTFDB	Plant Transcription Factor Database
QTL	quantitative trait loci
qRT-PCR	quantitative real-time polymerase chain reaction
SLs	strigolactones
WGCNA	weighted gene co-expression network analysis
TROP	Tropical
TEMP	Temperate
RNA-seq	RNA sequencing
FC	fold change
CYP	cytochrome P450 monooxygenase
MEP	2-C-methyl-D-erythritol 4-phosphate
MVA	mevalonate
GGPP	geranylgeranyl pyrophosphate
Aux	auxin
TFs	transcription factors

# Supplementary material for: Transcriptional Response of Rice Mesocotyl Elongation to Sowing Depth and Identification of Key Regulatory Factors
**Source:** Genes (Basel). 2026 Mar 27;17(4):382. doi: 10.3390/genes17040382
**Supplement:** Supplementary file 1

Article

Transcriptional Response of Rice Mesocotyl Elongation to Sowing Depth and Identification of Key Regulatory Factors

Ya Wang ^{1,†}, Dong Liu ^{1,†}, Mengjuan Ma ¹, Ming Li ¹, Jing Fu ¹, Fengjiang Yu ², Qiulin Li ², Yuetao Wang ¹, Fuhua Wang ¹, Liyu Huang ² and Haiqing Yin ^{1,*}

[†] These authors contributed equally to this work.

Supplementary Figures

Figure S1. Seedling emergence and growth performance of rice cultivar Zhengdao 209 with sowing depth.

Figure S2. The significantly enriched GO term for the DEGs in each comparison group.

Figure S3. Hierarchical clustering analysis (HCA) of expression patterns for differentially expressed genes (DEGs) in rice mesocotyl under three sowing depths.

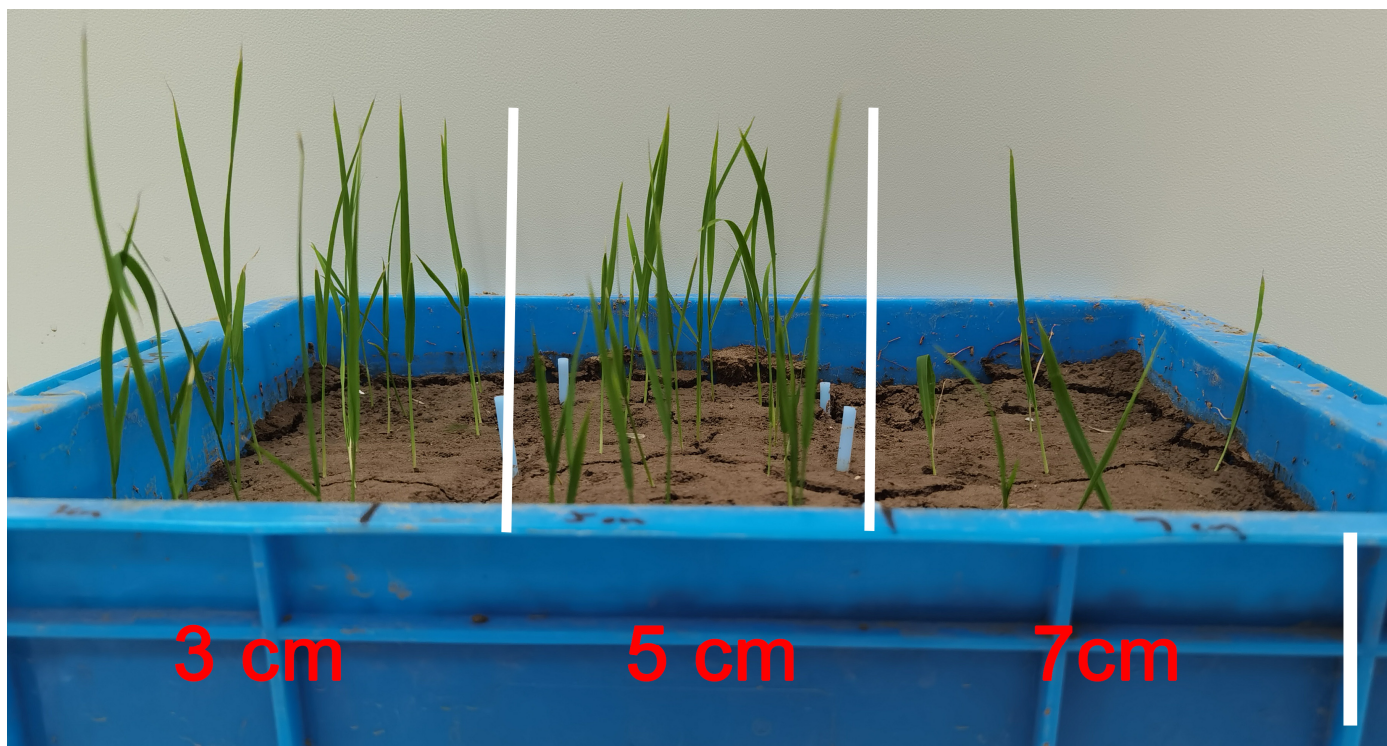

Figure S1. Seedling emergence and growth performance of rice cultivar Zhengdao 209 with sowing depth. Bar = 5 cm.

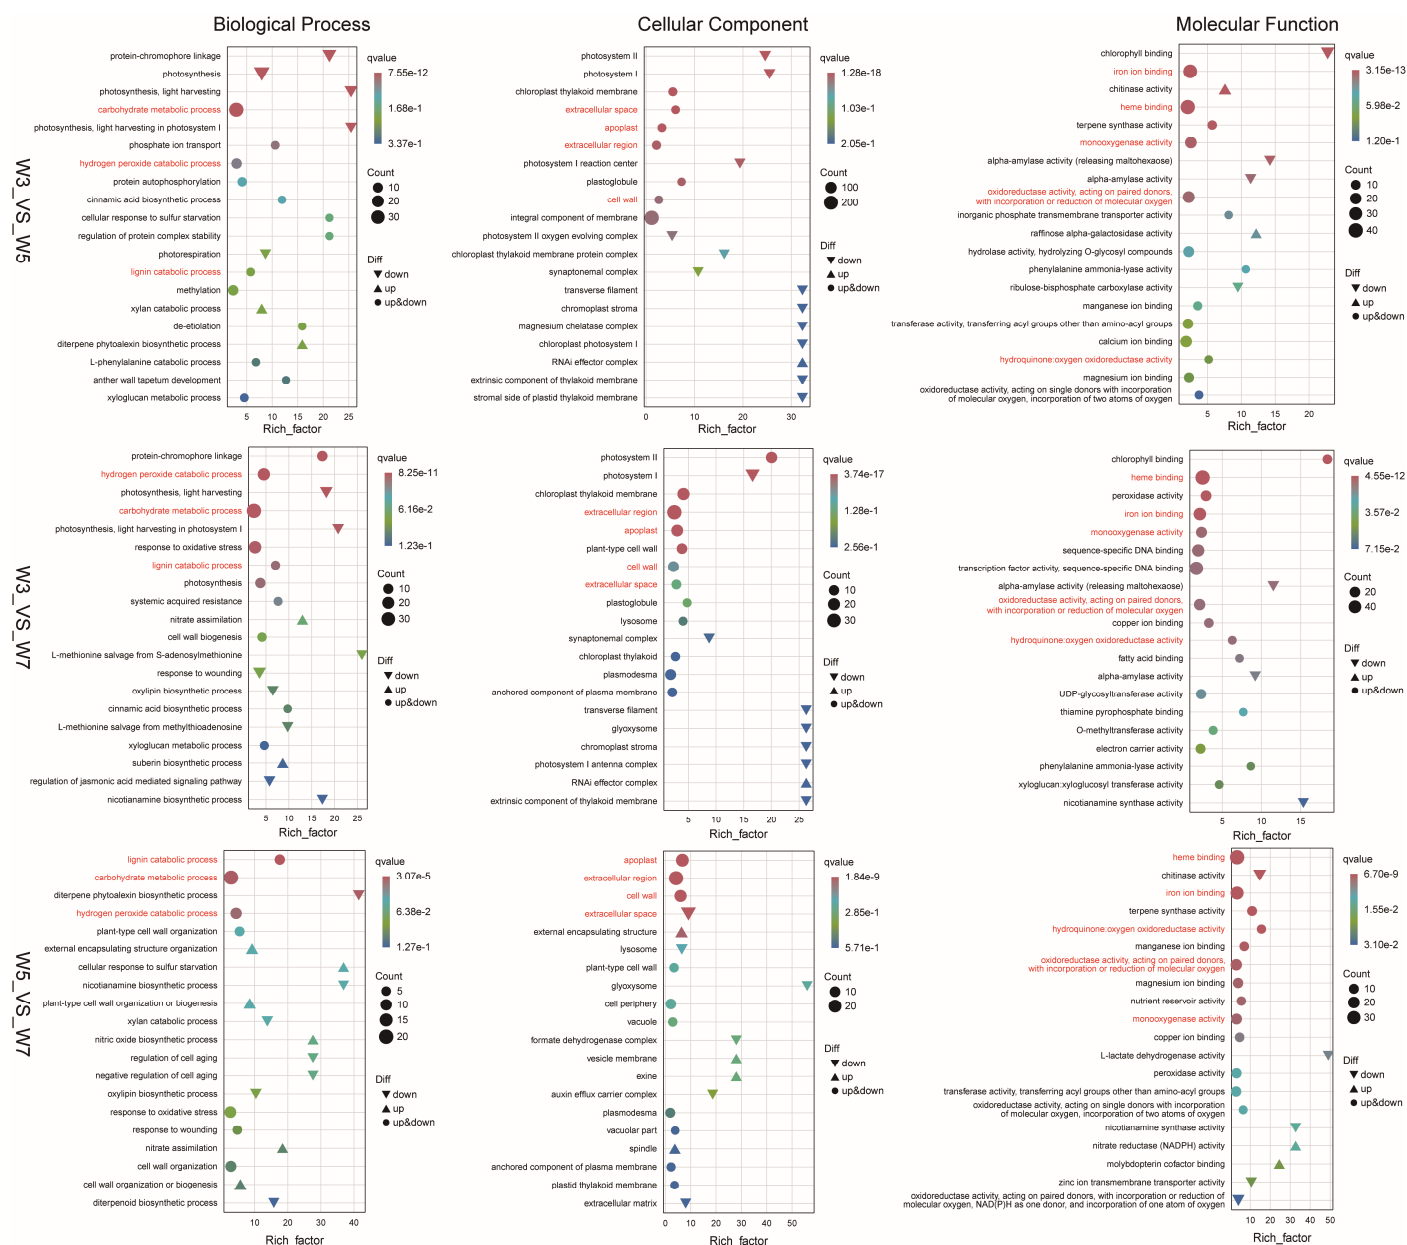

Figure S2. The significantly enriched GO term for the DEGs in each comparison group. The top 20 most enriched GO biological process categories among the DEGs for W3 vs. W5 (A), W3 vs. W7 (B), and W5 vs. W7 (C). W3, W5, and W7 represent sowing depths of 3, 5, and 7 cm, respectively.

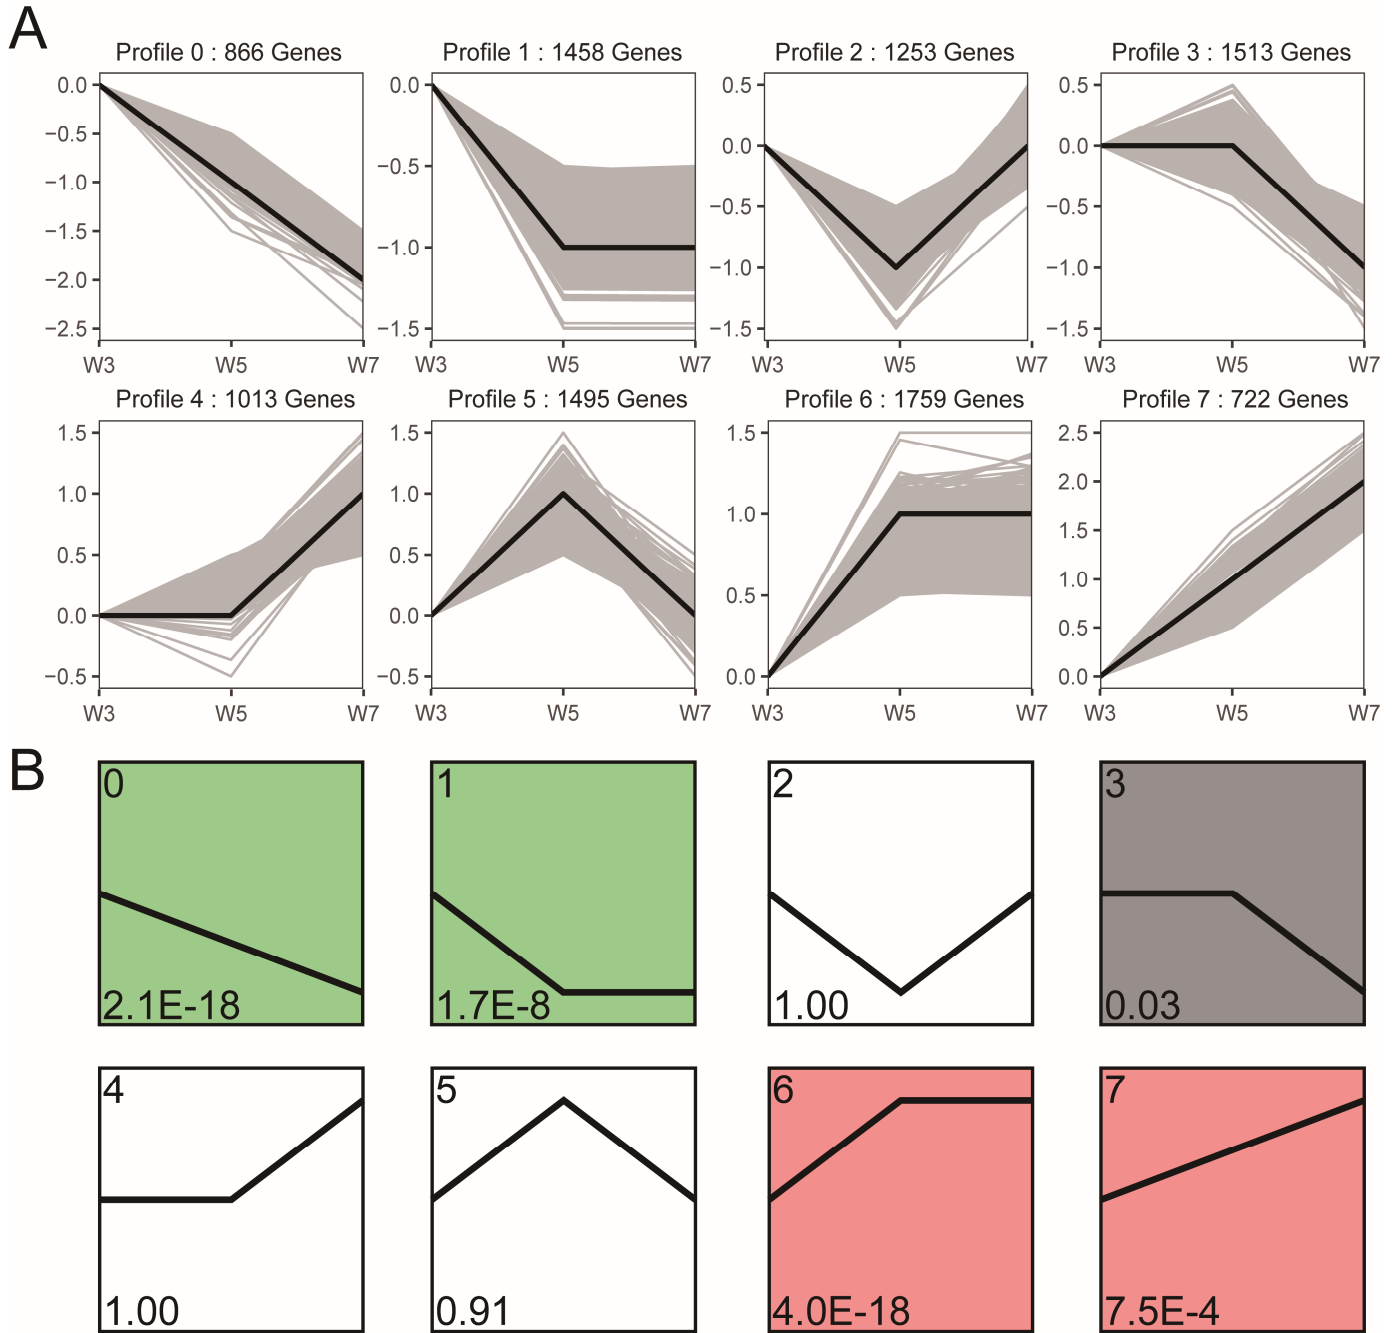

Figure S3. Hierarchical Clustering Analysis (HCA) of Expression Patterns for Differentially Expressed Genes (DEGs) in Rice Mesocotyl. (A) Detailed expression trend plots of 8 gene expression profiles (Profile 0–7). Each subplot indicates the number of genes included in the corresponding Profile. The horizontal axis represents sowing depths (W3: 3 cm, W5: 5 cm, W7: 7 cm), and the vertical axis represents normalized expression levels of genes. The gray shaded area denotes the expression fluctuation range of all genes within the same Profile. (B) Simplified schematic diagrams of each Profile. Background colors distinguish Profiles with different clustering significance, and the value in each box represents the P-value of the corresponding expression pattern (a smaller P-value indicates higher clustering significance of the gene expression pattern).

How the deposited data were processed for this re-analysis (not part of the article)

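The authors made 1 RNA library from the mesocotyls of each of 9 samples, 3 for each sowing depth of 3, 5 and 7 cm (W3, W5 and W7), from seedlings of 8 days. The authors trimmed reads with cutadapt 1.15, aligned them with HISAT2 2.0.5 to the rice genome IRGSP 1.0 and counted them per gene with HTSeq 0.9.1. The deposited counts are whole numbers per gene and library and are not normalized. They hold 41178 features, of which 3319 were added to the annotation by the authors as new genes in a step that is not described, and 4216 have no count in any library. The authors' deposited DEG table gives FPKM per library, for which the gene lengths are not stated, and log2 fold changes and FDR values from DESeq, for called genes only. The authors' deposited GO and KEGG tables give terms, DEG numbers, p-values and q-values, the KEGG terms from clusterProfiler. The authors' deposited quality table gives read counts, the percent of reads mapped, the GC percent and the share of bases at Q30.

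All values here were computed from the deposited counts with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Tests, lists and alternatives were fixed before the data were examined, apart from those named as chosen afterwards. Genes with few counts were removed with filterByExpr at its defaults, which left 29759 genes. Library sizes were scaled by TMM, with factors from 0.986 to 1.027. A quasi-likelihood model (glmQLFit and glmQLFTest) with 1 mean per depth was fitted to all 9 libraries, with a common dispersion of 0.0146. Standard errors were not taken from the fit. They are the absolute log2 fold change divided by the square root of the F statistic, and are not reliable where a group is near 0 counts. DEGs had a Benjamini-Hochberg adjusted p under 0.05 over all tested genes and an absolute log2 fold change above 1. Graded genes changed in the same direction from W3 to W5 and from W5 to W7, each at an adjusted p under 0.05. The linear trend was the slope per cm of depth in edgeR. Principal components used centred log2 CPM with a prior count of 2, and correlations used log2(CPM + 1).

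Gene lists were tested with limma's camera on log2 CPM with a preset correlation of 0.01, adjusted within each comparison over the 8 lists with at least 5 tested members. The set tests were first run with an adjustment over the lists and the deposited terms together, and were set back to the lists, as fixed in the design, after both results had been seen. The lists were antenna proteins, photosystems and Rubisco, chlorophyll synthesis, diterpenoid phytoalexins, lignin precursors, peroxidases (sought as class III, and filled by all genes of the deposited term peroxidase activity), xyloglucan:xyloglucosyl transferases, methionine salvage with nicotianamine synthesis, low-oxygen fermentation and alpha-amylases as markers of the seed. An identifier joined a list only where a deposited term or the paper gave it a fitting function. Of the candidate identifiers, 5 of 20 were kept for lignin precursors and 11 of 17 for diterpenoid phytoalexins. For photosystems and Rubisco 11 of 17 were kept, and for low-oxygen fermentation 3 of 7. Candidates left out entered no count of their list. Since the deposited terms hold only DEGs, the lists are not genome-wide, and a set test of a list kept through such terms is not evidence of a change. Set tests are given only for the antenna list, which kept all its candidate identifiers, and as the number that passed. All 14 members of the antenna list also lie in such terms, so its set test is not independent evidence either. Of 10 candidate identifiers for gibberellin metabolism, 0 could be matched in this way, and this list and the other lists without members were not used here. Pathway members came from the deposited terms and were counted, and no set test of them is reported. Profiles were the 8 shapes of Figure S3, and each DEG took the shape with the highest Pearson correlation to its mean log2 CPM.

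Named genes followed a rule. It took every gene of Figure 7 and every regulator named in the paper that could be matched to an identifier. For each comparison it took the 5 largest rises and the 5 largest falls among DEGs with a mean of at least 10 CPM in 1 group and no overlap between replicates. From each list it took up to 4 members with the largest absolute log2 fold change among those that passed, with a mean of at least 5 CPM in 1 group. Values that the paper's tables and figures show for these genes had been seen.

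Alternatives were DESeq2, RLE scaling, no filter beyond 1 count, a fit of only the 2 groups compared, the replicate number as a block, no fold threshold, a test against a log2 fold of 1 (glmTreat), leaving out each library, camera with an estimated correlation, fry, all tested genes for the profiles, log2(mean CPM + 1) for the profiles, other scales for the correlations, the 500 most variable genes for the components and other thresholds for expressed genes. The GC percent of the libraries as a covariate and the adjustment over lists and deposited terms were added after seeing the data. Simulated counts, regrouped libraries and exact permutations within depths served as checks. Mesocotyl and cell lengths, qRT-PCR values, co-expression modules and hub genes were not analysed here.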

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

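The heterogeneity of the antenna genes, the range of scaling factors and the number of antenna genes higher in W7 than in W5 were tests chosen only after the result was seen.

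Alpha-amylase genes, which the paper does not discuss, had a strong signal in W3. Os02g0765600 was at 65.3 ± 5.11 CPM in W3 and 2.68 ± 0.12 in W5, a log2FC of -4.61 (standard error 0.10, adjusted p = 1.06e-09 from edgeR), and had 0 counts in the 3 W7 libraries. With a floor of 3 counts over the group, its level in W7 was at least 2370-fold lower than in W3 and at least 97.0-fold lower than in W5. Os02g0765400 and Os09g0457800 also had 0 counts in W7, and with this floor were at least 122-fold and at least 141-fold lower there than in W3. The libraries held 1.58 to 1.61 counts per read pair, so counts are not independent of each other. The floor is a convention, and these bounds are approximate and may be too high. All 4 alpha-amylase genes on the list were highest in W3 and lowest in W7. These 4 are the DEGs of the deposited alpha-amylase terms, where 10 background genes are counted under alpha-amylase activity. The terms are marked as down from W3 to W5 and from W3 to W7, so a highest level in W3 was fixed by the choice of members.

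Most listed genes of amino sugar and nucleotide sugar metabolism, chitinase genes among them, were highest in W5 and are not discussed in the paper. Of 21 members of this pathway, 18 were highest in W5, with 20 higher and 0 lower in W5 than in W3, and 0 higher and 15 lower in W7 than in W5. Of 11 genes with chitinase activity, 10 were higher in W5 than in W3 and 9 were lower in W7 than in W5. These members come from terms that hold only DEGs and are not independent evidence. The pathway is deposited for W3 and W5 (17 genes) and for W5 and W7 (14), with 0 from W3 and W7. Chitinase activity is likewise deposited only for those comparisons (8 and 9 genes). Each member was thus chosen for a difference between W5 and another depth, which favours an extreme in W5.

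Genes of low-oxygen fermentation, which the paper's text does not discuss, were lower in W7 than in W5 for all 5 members of the list. Os05g0469600 was at 16.2 ± 0.79 CPM in W3, 41.5 ± 1.79 in W5 and 1.19 ± 0.254 in W7, with a log2FC of -5.11 from W5 to W7 (standard error 0.12, adjusted p = 3.47e-10 from edgeR). Of the 5 genes, 4 were higher and 1 lower in W5 than in W3, and 5 were lower in W7 than in W3, with the same counts when adjusted over the list alone. The list was joined through terms that hold only DEGs and were deposited only for comparisons with W7, so it is not independent evidence. Of 7 candidate identifiers for this list only 3 were kept, and those left out are not in these counts.

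Features that the authors added as new genes were called as DEGs 156 times between W3 and W5, 176 times between W3 and W7 and 72 times between W5 and W7. Oryza_sativa_newGene_3938 rose from 14.0 ± 1.59 CPM in W3 to 99.3 ± 8.34 in W5 and was at 88.2 ± 5.86 in W7.

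The lower antenna and photosystem genes in W5 and W7 were weighed against other explanations. If the depths differed only in their share of green tissue of 1 fixed profile, the fall from W3 to W7 divided by that from W3 to W5 would be the same for all antenna genes. It ranged from 0.705 to 1.35 around a weighted mean of 0.894, with a heterogeneity statistic of 51.1 against a 95% limit of 22.4 at 13 degrees of freedom. This statistic takes the errors of the genes as independent and the profile as fixed, neither of which was measured, so a different share of green tissue remains open. Scaling of the libraries cannot account for the fall, since the log2 scaling factors spanned 0.06. A response that falls with every step in depth is opposed by the 9 antenna genes that were higher in W7 than in W5.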

How the results depend on the processing

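The fit with the GC percent of the libraries as a covariate and the adjustment of set tests over lists and deposited terms were alternatives chosen only after the result was seen.

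DEG numbers stayed within 1.5 times under DESeq2 (1443, 1847 and 855 for W3 and W5, W3 and W7, and W5 and W7), RLE scaling (1467, 1812 and 787), no filter (1477, 1855 and 790), fits of only the groups compared (1412, 1817 and 710) and the GC covariate (1521, 1893 and 884). Without 1 library they ranged from 1271 to 1553, 1655 to 1869 and 646 to 801, and common DEGs from 78 to 90. No shared call changed its sign. The paper describes 3 trays, each with all 3 depths, as replicates, but neither it nor the labels say that the replicate number names the tray. With this number as a replicate block the DEG numbers were 1370, 1724 and 701. Deviations from the group means of same-numbered libraries correlated across genes at -0.119 to 0.114, and those of other-numbered libraries at -0.107 to 0.109, and 0 libraries correlated best with their own number in both other groups.

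The fold threshold moved the DEG numbers by its construction. Against a log2 fold of 1 (glmTreat), W3 and W5 gave 258 DEGs (173 higher and 85 lower), W3 and W7 gave 420 (187 and 233), W5 and W7 gave 192 (29 and 163), and 8 were common. With no fold threshold these were 9133 (4687 and 4446), 10726 (5402 and 5324), 3518 (1635 and 1883) and 1303.

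Among the counts over all tested genes, graded genes depended most on single libraries. Without 1 library, rising graded genes ranged from 154 to 296, falling ones from 254 to 414 and their sum from 412 to 688, against 292, 475 and 767 with all. With the GC covariate, rising graded genes numbered 517 and all graded genes 1204. Falling genes of the linear trend ranged from 2493 to 4170 without 1 library, against 3813. Beyond the fewer libraries, the cause was not tested.

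Of 24 set tests, 17 passed, and 16 with an estimated correlation in camera. The members of all lists lie in terms that hold only DEGs, also those of the antenna list, which lost no candidate, so these numbers are not evidence of change. Adjusted over the lists and the deposited terms together, 17 passed, and 11 with an estimated correlation, so calls with an estimated correlation depend on the sets adjusted over. With fry, 22 passed, and 24 by its mixed p. Profiles of all tested genes held 3795, 5436, 3494, 2669, 2738, 2996, 5704 and 2927 genes for profiles 0 to 7, as more genes were counted. On log2 CPM with TMM the lowest r between replicates was 0.975, and the cause was not tested.

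Of the 210 results of named genes, DESeq2 kept 209. No result reversed under DESeq2, RLE scaling, no filter, the replicate block or without 1 library, the alternatives tabulated for these genes. The calls lost were those of Os07g0125201 between W3 and W7 (adjusted p = 0.058 in DESeq2), of Os03g0323200 and Os06g0696600 between W5 and W7 with the replicate block (0.0531 and 0.0557), and of Os02g0569400 between W3 and W5 with no filter (0.056). Without 1 library, calls of these genes and of Oryza_sativa_newGene_1978, Os05g0135500, Os07g0126100 and Os08g0473900 were lost at adjusted p-values from 0.0514 to 0.155, and those of Os09g0346500 and Os12g0292400 between W5 and W7 were gained (0.00809 and 0.0197). Counts of 10 lists and 5 pathways were repeated, and 37 of 1080 moved beyond 1.5 times. They were of few genes: alpha-amylase genes lower in W7 than in W5 (4, and 2 without W5 replicate 2), and genes higher in W7 than in W5 of xyloglucan:xyloglucosyl transferases, chlorophyll synthesis (1 to 0 each), diterpenoid biosynthesis (1 to 2), diterpenoid phytoalexins and amino sugar metabolism (0 to 1 each), higher in W7 than in W3 of photosystems and Rubisco (1 to 0), photosynthesis (2 to 1) and diterpenoid phytoalexins (0 to 1), and higher in W5 than in W3 of photosynthesis (1 to 0). Counts of the other pathways were not repeated. Candidates of Figure 7 passed in 13 to 15 of 15 tests without 1 library. Expressed genes at 0.5 CPM numbered 27886. The planned FPKM of at least 1 with exon lengths was not run, since no lengths for these identifiers were at hand. At this depth, genes with 0 counts in a group allow only a bound on their fold.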

Differences from the paper's values

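The fit with the GC percent of the libraries as a covariate was a test chosen only after the result was seen.

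DEGs common to the 3 comparisons numbered 93, against 60 in the paper. A number was called different beyond 1.5 times the paper's. The other fits that also differ are DESeq2 (96), RLE scaling (94), no filter (94), the GC covariate (100), the test against a log2 fold of 1 (8) and no fold threshold (1303). Above the paper's number but within this bound are the fits of only the groups compared (79), the replicate block (87) and leaving out any 1 library (78 to 90).

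The numbers of genes per profile were lower than those of the paper's Figure S3, read by eye, which add up to more genes than the 2699 DEGs assigned here. Profile 0 held 350 genes against about 870 in the paper (Figure S3), profile 1 held 336 against about 1500 in the paper (Figure S3), profile 2 held 172 against about 1300 in the paper (Figure S3) and profile 3 held 345 against about 1500 in the paper (Figure S3). Profile 4 held 156 against about 1000 in the paper (Figure S3), profile 5 held 298 against about 1500 in the paper (Figure S3), profile 6 held 724 against about 1800 in the paper (Figure S3) and profile 7 held 318 against about 720 in the paper (Figure S3). The assignment from log2(mean CPM + 1) also gave lower numbers for every profile, and that of all tested genes gave higher numbers for every profile.

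The log2FC of Os07g0127500 was -2.31 from W3 to W7, against 2.31 in the paper's supplement, and -3.94 from W5 to W7, against 3.95 in the paper's supplement. Both also differ under DESeq2, RLE scaling, no filter and the replicate block, and without any 1 library.

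Directions stated in the paper also differ. The paper states that Os07g0125201 and Os07g0127500 rose and that Os07g0126100 fell with depth (Figure 7B), while the counts of all 3 were highest in W5 and lowest in W7. The paper reports that qRT-PCR of its candidate genes followed its RNA-seq values (Figure 7D-F), which was not analysed here. The paper states 110 DEGs for the MAPK signaling pathway and 97 for phenylpropanoid biosynthesis, while the authors' deposited table gives 97 and 110, and edgeR gave 99 and 112.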

Other observations

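The relations of the third component with GC content and total counts, and the tests of unequal FPKM values, were chosen only after the result was seen.

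Genes of starch and sucrose metabolism and of nitrogen metabolism also changed with depth. Of 27 starch and sucrose genes, 18 were higher and 9 lower in W5 than in W3, and 0 higher and 15 lower in W7 than in W5. Of 6 nitrogen metabolism genes, 5 were higher and 1 lower in W7 than in W3. Of 14 cysteine and methionine metabolism genes, 12 were lower in W7 than in W3. These members come from terms that hold only DEGs and are not independent evidence. Starch and sucrose metabolism is deposited only for W3 and W5 (27 genes) and cysteine and methionine metabolism only for W3 and W7 (14). Nitrogen metabolism is deposited only for W3 and W7 (6) and W5 and W7 (3). A change in those comparisons was thus fixed by the choice of members, though its direction was not. Among all DEGs, 973 were higher and 485 lower between W3 and W5, and 956 higher and 853 lower between W3 and W7. Starch and sucrose genes divided between W3 and W5 much as all DEGs did, so this direction was not particular to them. Between W5 and W7, 245 of all DEGs were higher and 537 lower.

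Not every deposited q-value of the key pathways named by the paper was under 0.05. Those of diterpenoid biosynthesis are 0.0638 between W3 and W5 and 0.126 between W3 and W7. Other deposited q-values above 0.05 are those of flavonoid biosynthesis and of cutin, suberine and wax biosynthesis between W3 and W5 (0.0694 each), of the MAPK signaling pathway (0.0745), cyanoamino acid metabolism (0.131), carbon fixation (0.139) and flavonoid biosynthesis (0.141) between W3 and W7, and of cutin, suberine and wax biosynthesis (0.203), cyanoamino acid metabolism (0.369) and carbon fixation (0.381) between W5 and W7. For glutathione metabolism they are 0.215, 0.203 and 0.467 in the 3 comparisons.

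Libraries were also regrouped across depths, a test fixed in advance. Between W3 and W5, W3 and W7, and W5 and W7, only the real split among 10 (1 of 10) gave as many DEGs, with 1458, 1809 and 782 against at most 1 in any other. Such splits of 3 against 3 libraries are too few for a share under 0.05. Over 40 groupings of the 9 libraries, only the real one (1 of 40) gave as many common DEGs (93 against at most 0), graded genes (767 against at most 0) and genes with a linear trend (7595 against at most 1). Every other grouping put libraries of different depths in the same group, where differences between depths widen the spread, so few calls were likely. The real groups in another order of the depths were not among them. The numbers of graded and linear trend genes were thus not tested against other orders of the depths.

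The W5 libraries were spread along the third principal component, and this spread was tested against GC content and total counts. Values of the 9 libraries were taken as deviations from their depth means, with permutations kept within depths (216). The component then correlated with GC content at r = 0.96 (exact permutation p = 0.0185, adjusted p = 0.074 over 4 components) and rho = 0.85 (exact permutation p = 0.0417, adjusted p = 0.167). Without W5 replicates 1 and 3, r was 0.86. GC content remains open as an explanation. With total counts, taken within depths in the same way, r was 0.49 (exact permutation p = 0.315, adjusted p = 0.62). It was 0.54 without the 2 libraries farthest from the median total, so the number of counts per library remains open as well.

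Os07g0125201, Os07g0126100 and Os07g0127500 of the MAPK signaling pathway, Os02g0569000, Os07g0217600 and Os07g0218700 of diterpenoid biosynthesis, and Os02g0808800, Os05g0104700 and Os09g0543900 of phenylpropanoid biosynthesis have unequal FPKM for the same library in different comparisons of the authors' deposited table. They are 9 of the 968 genes listed in more than 1 comparison, and the other 959 have equal values, to a tolerance of 1e-05 (relative, and absolute for values under 1), which argues against an exchange of whole columns. Of their 54 listed groups of 3 values, 26 were nearest to the counts of another depth, and 21 of these equal, to the same tolerance, values listed under another depth elsewhere in the table, which argues against another counting of these genes. Values of another depth listed in place of a group's own fit these numbers, and how they came about was not tested. The paper reports qRT-PCR of its candidate genes that followed its RNA-seq values, which was not analysed here. Taken from the comparisons with W7, the listed values of 4 of the genes rise and of 5 fall with depth. By the counts 8 are highest in W5, 1 falls and 0 rise. In the comparison of W3 and W5 the listed values matched their own depths, so Os02g0569000 is listed there at 2.7 and 5.8 FPKM. In the supplementary copy of the table, 1 gene has unequal values for the same library, and 9 genes differ in FPKM between the copies.

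Signs differed as well for some of these genes. In the authors' deposited table the log2FC of Os07g0217600 from W3 to W7 is -1.42, against 1.41 from the counts, and that of Os07g0218700 from W5 to W7 is 2.23, against -2.23. In the supplementary copy the log2FC from W3 to W5 is -1.14 for Os02g0569000, against 1.13 from the counts, and -2.53 for Os07g0217600, against 2.52. Os07g0125201 is labelled as upregulated with values of -1.05 and -2.41. All 9 genes were among the 93 common DEGs, and 3 are genes of Figure 7 that could be matched to an identifier.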
